# Metabolic oscillations on the circadian time scale in *Drosophila* cells lacking clock genes

**DOI:** 10.15252/msb.20188376

**Published:** 2018-08-06

**Authors:** Guillaume Rey, Nikolay B Milev, Utham K Valekunja, Ratnasekhar Ch, Sandipan Ray, Mariana Silva Dos Santos, Andras D Nagy, Robin Antrobus, James I MacRae, Akhilesh B Reddy

**Keywords:** circadian, clocks, metabolomics, proteomics, transcriptomics, Genome-Scale & Integrative Biology, Metabolism, Quantitative Biology & Dynamical Systems

## Abstract

Circadian rhythms are cell‐autonomous biological oscillations with a period of about 24 h. Current models propose that transcriptional feedback loops are the primary mechanism for the generation of circadian oscillations. Within this framework, *Drosophila* S2 cells are regarded as “non‐rhythmic” cells, as they do not express several canonical circadian components. Using an unbiased multi‐omics approach, we made the surprising discovery that *Drosophila* S2 cells do in fact display widespread daily rhythms. Transcriptomics and proteomics analyses revealed that hundreds of genes and their products, and in particular metabolic enzymes, are rhythmically expressed in a 24‐h cycle. Metabolomics analyses extended these findings and demonstrate that central carbon metabolism and amino acid metabolism are core metabolic pathways driven by protein rhythms. We thus demonstrate that 24‐h metabolic oscillations, coupled to gene and protein cycles, take place in nucleated cells without the contribution of any known circadian regulators. These results therefore suggest a reconsideration of existing models of the clockwork in *Drosophila* and other eukaryotic systems.

## Introduction

In the fruit fly *Drosophila melanogaster*, the recognised models of the circadian clock centre on the transcription factors CYCLE (CYC) and CLOCK (CLK), the homologs of BMAL1 and CLOCK in mammals (Young & Kay, 2001). These control the transcription of several clock genes including *period* (*per*) and *timeless* (*tim*) (Panda *et al*, 2002). Only a subset of cells in *Drosophila* expresses these clock components and it is regarded as the principal pacemaker that drives daily activity rhythms and physiology. All other cells are not thought to have the capacity to generate 24‐h rhythms autonomously. This extends to *Drosophila* Schneider 2 (S2) cells, which are one of the most commonly used fly cell lines, originally derived from a primary culture of late‐stage embryos (Schneider, 1972). These cells are regarded as non‐rhythmic because they do not express key circadian clock components, including PER, TIM or CLK, and therefore do not have the necessary apparatus to form a transcription–translation feedback loop to drive 24‐h oscillations (Saez & Young, 1996; Darlington *et al*, 1998). Given that several lines of evidence indicate that circadian oscillatory behaviour is not fully dependent on clock genes (Lakin‐Thomas, 2006), we set out to investigate whether such a “clock‐less” system could exhibit 24‐h oscillations. To this end, we adopted an unbiased multi‐omics approach to comprehensively determine the daily dynamics of gene expression and metabolic state in this cellular model.

## Results

### Defining the daily transcriptome in *Drosophila* S2 cells

We first characterised gene expression patterns in S2 cells using RNA Sequencing (RNA‐Seq). 

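S2 cells are an embryonic *Drosophila* cell line. In the 25°C time course they were synchronised by cycles of 12 h at 23°C and 12 h at 28°C, moved to constant 25°C, and sampled every 3 h from CT24 to CT81. This gives 20 libraries with 1 library per time point, so no error between replicates can be given. SDs below are taken over the 20 time points. Cells were lysed in triplicate at each time point, and the paper's text does not name whether the triplicates were pooled. PolyA RNA was sequenced as 50‐bp reads, mapped by the authors to the dm3 genome with TopHat 2.1.0, and turned into FPKM per gene locus with the Cufflinks suite 2.2.1. The paper's mapped reads were 30.0 M on average and at least 16.2 M. The deposited values are FPKM of 15863 loci and hold no read counts, so counting error cannot be computed. Their sum per library lay between 0.979 and 1.16 M. Judged from the FPKM of loci with few reads, 1 read was worth 2.69 times as much at CT39 as at CT48, the deepest library. Transcripts of cytosolic ribosomal proteins took 43.9% of the FPKM at CT24 and 52.0% at CT60. From the FPKM on, loci with a mean of at least 0.9 were kept as expressed, a straight line was subtracted from each profile, and JTK‐Cycle was rebuilt from its definition. Its p is adjusted over the 24 templates of a gene and not over genes. On simulated profiles with the noise of these libraries, 94.0% of rhythms of 1.5‐fold were called, 80.6% of the smallest rhythms simulated, which still exceed most rhythms found, and 1.53% of profiles without a rhythm.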

After synchronising cells with daily temperature cycles (Glaser & Stanewsky, 2007) for a week, we sampled cells at 3‐h intervals in constant conditions (at 25°C in darkness) and measured their transcriptome by RNA‐Seq (Appendix Fig S1A). 

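The transcripts that start and close the feedback loop of the clock were close to 0 at 25°C. *Clk*, which encodes its transcriptional activator, had 0.0405 ± 0.0288 FPKM (mean and SD over 20 libraries). *per* and *tim*, which encode its repressors, had 0.128 ± 0.0591 and 0.0433 ± 0.0399 FPKM. *cry*, which encodes a blue‐light photoreceptor, had 0.00768 ± 0.0146 FPKM. *per* was above 0 in all 20 libraries, *Clk* and *tim* in 18 each and *cry* in 6. The highest single value among them was 0.276 FPKM, for *per* at CT81. On dm3, *Clk* lies on chromosome 3L from 7756333 to 7768703, *per* on X from 2579613 to 2587919, *tim* on 2L from 3493986 to 3508119 and *cry* on 3R from 15037876 to 15052373. At a threshold of 0.9 FPKM on the mean, 7531 loci were expressed, and 6933 loci reached 0.9 FPKM in every library.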

We used a mixture model to define the set of expressed transcripts (Appendix Fig S1B), which established that several clock genes including *clk*,* per* and *tim* were not expressed in S2 cells (Fig 1A), consistent with previous studies (Saez & Young, 1996; Darlington *et al*, 1998). Moreover, four canonical clock genes that are expressed in S2 cells—*clockwork orange* (*cwo*), *cyc, par domain protein 1* (*pdp1)* and *vrille* (*vri*)—did not exhibit 24‐h rhythmicity (Appendix Fig S1C). This verified that any known circadian components were either absent or not rhythmic in this cell line.

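*cwo*, a repressor of targets of CLK, was expressed at 23.6 ± 1.99 FPKM (mean and SD over 20 libraries) and lies on 3R from 6213980 to 6226474. *cyc*, the partner of CLK, was expressed at 19.2 ± 1.55 FPKM and lies on 3L from 19806870 to 19809038. *Pdp1* and *vri*, which encode transcription factors of the loop that sets *Clk* expression, were expressed at 29.4 ± 3.92 and 2.62 ± 0.963 FPKM. They lie on 3L from 7804558 to 7860469 and on 2L from 5288944 to 5311223. None of these 4 genes was rhythmic (0 of 4 also when adjusted over the list alone): the JTK‐Cycle adjusted p was 0.266 for *cwo*, whose fitted peak‐to‐trough ratio was 1.12, and 1 for the others. A harmonic regression with limma gave an unadjusted p of 0.0364 for *cwo* and of 0.350 or more for *cyc*, *Pdp1* and *vri*. *vri* rose along the time course, by 0.50 log2 units per day (SE 0.05, adjusted p = 6.66e-09, limma), from 1.35 FPKM at CT36 to 4.12 FPKM at CT75. *cyc* rose by 0.12 log2 units per day (adjusted p = 1.06e-05).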

**Figure 1:**
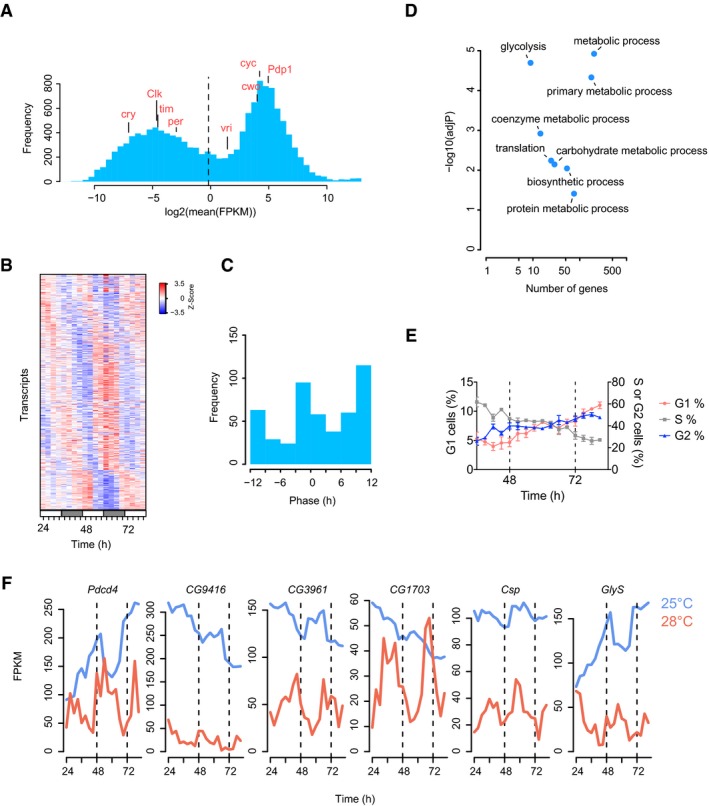
Transcriptional oscillations in *Drosophila* S2 cells Histogram showing the distribution of mean gene expression levels. The dashed vertical line represents the cut‐off chosen to define the set of expressed transcripts. FPKM, fragments per kilobase of transcript per million mapped reads.Heatmap showing the expression profiles (ordered by phase) of 482 rhythmic transcripts (JTK‐Cycle, *P* < 0.05, FDR = 0.31).Phase distribution of circadian transcripts shown in (B).Scatterplot representation of Gene Ontology (GO) analysis of the rhythmic transcripts.Cell cycle analysis using flow cytometry showing the fraction of cells in G1, S and G2 phases over a time course experiment (*n* = 3 per time point, mean ± SEM).Example of six transcripts detected as rhythmic under constant conditions at 25 or 28°C (JTK‐Cycle, *P* < 0.05).

In contrast, we detected 482 rhythmic transcripts with a period of approximately 24 h in the same cells using the JTK‐Cycle algorithm (Hughes *et al*, 2010; Fig 1B and C; adjusted *P*‐value < 0.05), with peak phases at CT0 and CT12. 

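At 25°C, 362 expressed loci (4.81%) were rhythmic, and their peaks fell mostly into a pair of groups: 118 transcripts (32.6%) peaked within 3 h of CT0 and 165 (45.6%) within 3 h of CT12. *Ent2*, a nucleoside transporter (2L, 6562325 to 6566181), had 83.7 ± 8.97 FPKM and a peak at CT13.5 (JTK‐Cycle adjusted p = 0.000507). *kcc*, a potassium‐chloride cotransporter (2R, 19795177 to 19812589), had 74.0 ± 6.94 FPKM and a peak at CT12 with the same p. *CG9416* (2R, 15251146 to 15261207) peaked at CT13.5 with a peak‐to‐trough ratio of 1.17 (adjusted p = 0.000736). *Pgant6*, a glycosyltransferase of the secretory pathway, peaked at CT13.5 and *NO66*, a ribosomal oxygenase, at CT15 (adjusted p = 0.00106 each). In the CT0 group, *CG3065* (2R, 19857828 to 19859756) had 37.8 ± 3.16 FPKM. *Tfb4*, a subunit of the transcription factor TFIIH (2L, 1147822 to 1150677), had 61.1 ± 4.12 FPKM and peaked at CT0. Leaving out any 1 library kept the calls of these 7 genes, and without subtraction of a line only that of *Tfb4* remained (p = 0.0177, against 0.0813 for *kcc* and 0.881 for *Ent2*). Both groups together held 78.2% of rhythmic transcripts (95% Wilson interval 73.6 to 82.1%), against 62.5% of all expressed loci when each is given the peak of its best template. The best template had a period of 27 h for 221 transcripts, 24 h for 94 and 21 h for 47. The count was 225 without CT63, 604 without CT33 and 143 without CT54 to CT66, a choice made after seeing the data, and 120 when no line was subtracted.

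**Figure D1:**
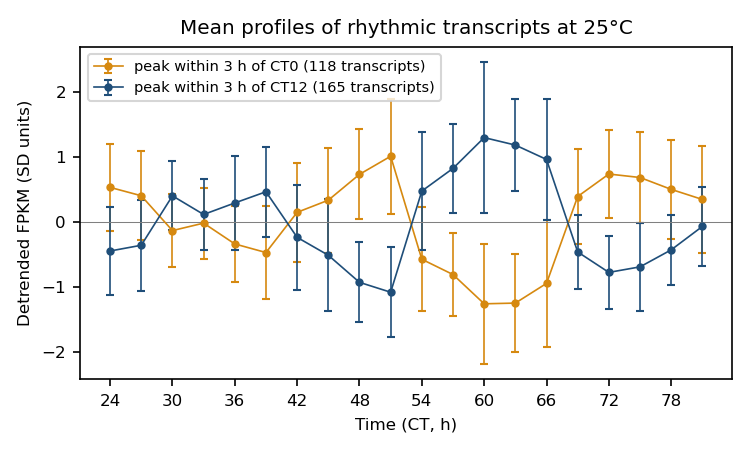
Mean detrended FPKM, in SD units, of the 118 transcripts peaking near CT0 and the 165 peaking near CT12 against circadian time in h, with bars for the SD across transcripts. The CT12 group stands at 1.30 and the CT0 group at -1.26 at CT60.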

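Rhythmic transcripts at 25°C moved little between peak and trough. *Rpn1*, a subunit of the proteasome that peaked at CT0, had a fitted peak‐to‐trough ratio of 1.08 at a mean of 95.6 FPKM, and *LeuRS-m*, a mitochondrial aminoacyl‐tRNA synthetase, had 1.19. Over the 362 transcripts the median ratio was 1.13 (95% bootstrap interval 1.12 to 1.14), and 357 had a ratio of at most 2. The 5 transcripts above 2 were those of the small nucleolar RNAs *snoRNA:U31:54Ec*, *snoRNA:Me28S-G2173* and *snoRNA:Psi18S-640e*, the antimicrobial peptide *CecA2* and the heat shock protein *Hsp70Bb*. *CecA2* had a ratio of 2.28 at 18.0 FPKM and *Hsp70Bb* a ratio of 2.26 at 1.56 FPKM. The 5 were chosen after their values were seen. The highest detrended value of a transcript divided by its lowest had a median of 1.34.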

Most transcripts had a relatively low amplitude of oscillation (Appendix Fig S1D), similarly to previous RNA‐Seq studies in *Drosophila*, which showed that the majority of transcripts have an amplitude of two‐fold or less (Hughes *et al*, 2012). We used a permutation‐based method (Xie *et al*, 2005) to estimate the false discovery rate (FDR) and found that at least two‐thirds of the rhythmic transcripts that we detected are likely to be truly rhythmically expressed (FDR = 0.31, *n* = 10,000; Appendix Fig S1E and Materials and Methods). 

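Groups of genes that share a course over time are also called together when the time points are reordered. Among 100 joint orders, the most rhythmic transcripts in a single order were 25 of 63 for oxidative phosphorylation, 10 of 31 for the proteasome and 12 of 72 for mitochondrial ribosomal proteins. In the real order these lists held 6, 1 and 1 (0 of each list adjusted over the list alone). The 6 include *ND-49* and *ND-75*, subunits of complex I, and *ATPsynCF6*, a subunit of ATP synthase (adjusted p = 0.0101, 0.0177 and 0.0233). *ND-49* and *ND-75* were no longer called without CT60, nor *ND-75* without CT63 (p = 0.0584 each). *ATPsynCF6* lost its call without any of 10 single libraries (p up to 0.158 without CT60) and without detrending. The count of oxidative phosphorylation was 23 without CT33, 22 without CT36, 12 without CT45, 3 without CT42, CT48, CT54 or CT66, 2 without CT81, 1 without CT63 and 0 without CT60. That of mitochondrial ribosomal proteins (*mRpL37*) was 5 without CT33 or CT36 and 0 without CT39, CT48, CT54, CT57, CT60, CT63 or CT66. Across all genes a mean of 89.0 transcripts was called per order, after leaving out those called in the real one. This gives an FDR of 0.246 (95% interval of the mean over orders 0.202 to 0.290, which leaves out the error of the single libraries). The largest number in a single order was 455. Noise with no period, given the correlation between neighbouring time points of each profile, called 392 transcripts on average (349 to 434 in 100 sets), an FDR of 1.08. That correlation was estimated from profiles that include any real rhythm, and the smallest JTK‐Cycle p adjusted over genes as well was 0.600.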

Importantly, we excluded the presence of low amplitude temperature fluctuations in the incubators used for culturing cells, which could have led to the appearance of artefactual daily oscillations (Appendix Fig S1F). Furthermore, we validated rhythmicity using two alternative detection methods [RAIN (Thaben & Westermark, 2014) and ARSER (Yang & Su, 2010)], which showed a highly significant overlap between the groups (Appendix Fig S1G; two‐sided Fisher's exact test, *P* < 10^−16^ for every pairwise comparison). In addition, we compared the set of 482 rhythmic transcripts with a meta‐analysis of five circadian transcriptome studies in *Drosophila* (Keegan *et al*, 2007) and found 18 genes in common (Appendix Fig S1H). Thus, without any known clock genes being rhythmic, 24‐h gene expression cycles were readily apparent in S2 cells.

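RAIN and ARSER were not run here. A 24‐h harmonic regression with limma on log2 FPKM, which uses the size of each change where JTK‐Cycle uses ranks, placed *CG9416* (p = 0.000191), *Ent2* (p = 0.000245) and *Pgant6* (p = 0.000682) among its clearest rhythms. The glycolytic transcripts *Pfk* and *Tpi* had p = 0.152 and 0.155 in this fit, and the antimicrobial peptide *CecA1* had p = 0.00253. At an unadjusted p under 0.01, 222 transcripts were rhythmic by regression and 134 of them also by JTK‐Cycle, where 10.7 would be shared by chance (odds ratio 47.3, two‐sided Fisher's exact test, p = 7.14e-127). Both methods read the same 20 libraries. None passed an adjusted p under 0.05 over all genes in the regression.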

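Of 11 genes whose products act on clock proteins, 2 were rhythmic at 25°C, and both also when adjusted over the list alone. *mts* encodes the catalytic subunit of the phosphatase PP2A and lies on 2L from 7827650 to 7833576. Its transcript had 288 ± 14.6 FPKM and the smallest p of all expressed genes (JTK‐Cycle adjusted p = 7.96e-05, peak at CT12), with a peak‐to‐trough ratio of 1.06. *dco* encodes the kinase Doubletime and lies on 3R from 26879807 to 26886932. It had 52.7 ± 2.75 FPKM (adjusted p = 0.00554, peak at CT13.5, ratio 1.07). Both kept their calls without any 1 library, and neither was called when no line was subtracted (p = 0.359 and 0.434). The list was not enriched after correction over 25 lists (odds ratio 4.42, two‐sided Fisher's exact test, adjusted p = 0.340). From the clock genes that were absent or not rhythmic and from the transcripts detected with 24‐h rhythms, the paper concludes that S2 cells run daily cycles of gene expression without rhythmic known clock genes.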

Next, we performed Gene Ontology (GO) analyses to identify the functions of rhythmically expressed transcripts. 

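Glycolysis, which turns glucose into pyruvate, held the largest share of rhythmic transcripts of the lists tested at 25°C. Of its 12 expressed genes, 6 were rhythmic (0 when adjusted over the list alone), and all 6 peaked within 3 h of CT0. *Pfk*, phosphofructokinase (2R, 5997245 to 6004962), had 59.2 ± 30.6 FPKM and peaked at CT0 with a ratio of 1.28 (JTK‐Cycle adjusted p = 0.00750). *Pgi*, glucose‐6‐phosphate isomerase (2R, 4798405 to 4801574), had p = 0.0134 and *Tpi*, triosephosphate isomerase (3R, 25958703 to 25960321), p = 0.0233. *Pglym78*, *Eno* and *Gapdh2* were the other rhythmic members. The odds ratio against all expressed genes was 20.1 (two‐sided Fisher's exact test, p adjusted over 25 lists = 0.000214), and none of 100 other orders of the time points gave as many. The list was no longer enriched without CT45 (3 rhythmic, p = 0.114), CT48 (3, p = 0.202) or CT63 (2, p = 0.349). After detrending on log2 FPKM, *Pfk* had p = 0.0813 and *Tpi* p = 0.159, and without detrending none of *Pfk*, *Pgi*, *Tpi*, *Eno* and *Gapdh2* was called. *Pgi* was also lost without CT63 (p = 0.0584), and *Tpi* without CT27, CT45, CT48, CT63, CT66, CT72 or CT78 (p up to 0.0757).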

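Genes of protein synthesis were rhythmic in smaller shares. Of 48 translation factors 5 were rhythmic (odds ratio 2.32, adjusted p = 0.329), *eIF3l*, *eIF3d1* (lost without CT36, p = 0.0584), *eIF2Bdelta*, and the loci of *eIF4G2* and *eIF2gamma*. The count was 3 without CT42 or CT81. The transcripts of *eIF3l* and *eIF3d1*, subunits of the initiation factor eIF3, peaked near CT0. *eIF3l* had 210 ± 17.0 FPKM with a ratio of 1.05. Of 83 cytosolic ribosomal proteins 6 were rhythmic (odds ratio 1.55, adjusted p = 0.613). *RpL27A* (2L, 4457186 to 4458364), at 8125 ± 825 FPKM, peaked at CT19.5 and was no longer called without CT54, CT66 or CT75 (p = 0.0515, 0.0670 and 0.0515). The ribosomal protein count was 23 without CT30, 11 without CT57, 3 without CT33, CT36, CT51 or CT75, 1 without CT66 and 0 without CT54. Of glycogen and trehalose metabolism 2 of 7 genes were rhythmic (*GlyS* and *Glyp*), and of amino acid and one‐carbon metabolism 3 of 16 (*Got1*, *Cbs* and *Nmdmc*), each list with an adjusted p of 0.206. The former was 4 without CT33 and 0 without CT60, CT63, CT66 or CT78, and the latter 5 without CT36 and 0 without CT48, CT60 or CT63. None of *eIF3l*, *eIF3d1* and *RpL27A* was called without detrending. No gene of these 4 lists passed when adjusted over the list alone.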

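Chaperones and antimicrobial peptides, which answer stress and infection, had rhythmic members at 25°C, although neither list passed the correction. The chaperone *Hsp68* (3R, 19880113 to 19883032) peaked at CT1.5 with a ratio of 1.93 and lost its call without CT24 (p = 0.0865). With *Hsc70-3*, *Hsp70Bb* and *stv* it made 4 of 15 heat shock genes (odds ratio 7.27, adjusted p = 0.0587), a count that was 0 without CT24, 1 without CT60 or CT63, 2 without CT66 and 7 without CT81. The antimicrobial peptide *CecA1* (3R, 26036596 to 26036995) had 128 ± 40.1 FPKM, peaked at CT0 with a ratio of 1.67 and kept its call without any 1 library. With *CecA2* and the immune transcription factor *Rel* it made 3 of 13 genes of its list (adjusted p = 0.183), *CecA2* losing its call without any of 16 single libraries. Redox enzymes held 2 of 15 (*Prx4* and *Sod2*), and the TCA cycle (*ScsbetaG*), aminoacyl‐tRNA synthetases (*LeuRS-m*), the proteasome (*Rpn1*), histones (*His2B:CG33868*, the other 4 expressed being replacement histones) and fatty acid synthesis (*CG3961*) held 1 each. The last 2 of these also passed when adjusted over the list alone, but *His2B:CG33868* lost its call without CT78 (JTK‐Cycle adjusted p = 0.0515). The TCA cycle count was 5 without CT33, 4 without CT36 and 0 without CT48, CT60 or CT63, and that of redox enzymes 5 without CT39 and 4 without CT33 or CT51. *Sod2* lost its call without any of 10 single libraries (JTK‐Cycle adjusted p up to 0.248 without CT60). The pentose phosphate pathway, targets of ATF4, autophagy, ecdysone response and the expressed markers of haemocytes, neurons and germline held 0. Markers of muscle and fat body were not expressed, and transcripts of the mitochondrial genome are not in the table.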

Strikingly, rhythmic genes were enriched for protein biosynthesis and metabolic processes including glycolysis, a principal pathway in glucose metabolism (Fig 1D). To validate the rhythmic expression of metabolic transcripts, we measured the mRNA accumulation of three glycolytic genes—*lactate dehydrogenase* (*ImpL3*), *enolase* (*eno*) and *glyceraldehyde 3‐phosphate dehydrogenase 2* (*Gapdh2*)—using quantitative PCR (qPCR). 

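*ImpL3*, *Eno* and *Gapdh2* encode the enzymes that make lactate, phosphoenolpyruvate and bisphosphoglycerate. In the RNA‐Seq data at 25°C the transcripts of all 3 genes rose over the days and dipped together at CT54 to CT66. *ImpL3* (3L, 6252205 to 6255794) went from 5.43 FPKM at CT24 to 415 at CT51, stood at 177 at CT54 and 246 at CT66, and reached 840 at CT69 and 1289 at CT78. *Eno* (2L, 1724768 to 1729762) had 588 FPKM at CT24, 1011 at CT51, 728 at CT54, 763 at CT66 and 1048 at CT69. *Gapdh2* (X, 15762178 to 15763694) had 361 FPKM at CT24, 782 at CT51, 564 at CT54, 556 at CT66 and 848 at CT69. The slopes of straight lines were 2.43 (SE 0.27), 0.32 (SE 0.05) and 0.48 (SE 0.07) log2 units per day (limma, adjusted p = 8.45e-08, 2.75e-05 and 4.56e-06). After the line was subtracted, *Eno* and *Gapdh2* were rhythmic with a peak at CT22.5 (JTK‐Cycle adjusted p = 0.0303 and 0.0134) and *ImpL3* was not (p = 0.0813). *ImpL3* was called without CT33 (p = 0.0447) or CT54 (p = 0.0223). *Eno* was not called without CT27, CT42, CT45, CT48, CT60 or CT63 (p up to 0.0974).

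**Figure D2:**
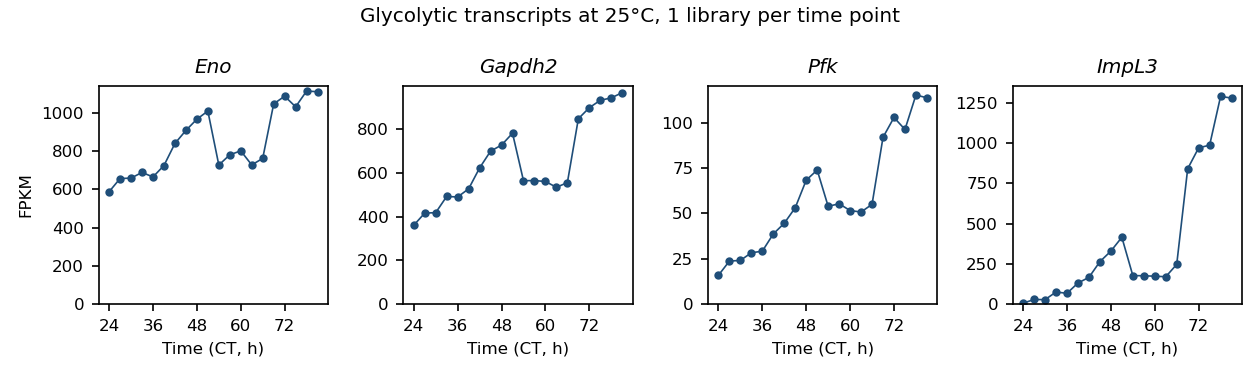
FPKM of *Eno*, *Gapdh2*, *Pfk* and *ImpL3* at 25°C against circadian time in h, 1 library per point and no error bars. Each of the 4 transcripts is lower at CT54 than at CT51 and higher at CT69 than at CT66.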

We found similar temporal profiles to our RNA‐Seq data (Appendix Fig S1I). Of note, *ImpL3* was recently found to be expressed in a circadian pattern in *Drosophila* heads using identical statistical criteria to those used in our study, which substantiates our approach and could imply daily regulation of glycolysis in whole animals (Kuintzle *et al*, 2017).

Unlike most mammalian cell lines, S2 cells do not exhibit contact inhibition in culture and were actively dividing during our time courses. We therefore next determined whether the cell cycle contributed to the rhythmic transcription that we observed. We performed flow cytometry using DAPI staining to define the cell cycle status of temperature‐synchronised cells in a 2‐day time course. There was no 24‐h variation in the proportion of cells in G1, S and G2 phases (Fig 1E and Appendix Fig S2A), indicating that the phasing of the circadian and cell cycles is not correlated. Moreover, we also measured the density of cells during the time course experiment and found a doubling time of 37 h, indicating that the cell cycle is not likely to contribute to daily transcriptional oscillations (Appendix Fig S2B). In order to validate these findings using an independent method, we used stably transfected S2 cells with the Fly‐FUCCI system (Zielke *et al*, 2014). We measured the fraction of fixed cells in each phase of the cell cycle using flow cytometry and reached similar conclusions (Appendix Fig S2C and D). In addition, we also assembled the mRNA profiles of transcripts related to the cell division using GO annotations for mitotic cell cycle. Daily patterns of gene expression were not apparent in this set of transcripts, and only 10 cell cycle transcripts were statistically detected as rhythmic (JTK‐Cycle, adjusted *P*‐value < 0.05; Appendix Fig S2E and F). Together, this implied that the cell cycle does not contribute in any significant way to 24‐h gene expression profiles.

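Of 72 expressed genes of the mitotic cell cycle, a list made here and not the GO set of the paper, 2 were rhythmic at 25°C (0 when adjusted over the list alone). *Orc5*, a subunit of the origin recognition complex (2L, 13829837 to 13833105), had 15.9 ± 2.37 FPKM and a peak at CT3 (JTK‐Cycle adjusted p = 0.0134, ratio 1.10). *lok*, the checkpoint kinase Chk2 (2L, 20061422 to 20065679), had 27.6 ± 1.53 FPKM and a peak at CT18 (adjusted p = 0.0343). *Orc5* was no longer called without CT27 or CT54 (p = 0.0865 and 0.0515), and *lok* without CT27, CT33, CT36, CT39, CT51, CT54, CT63 (p = 0.141), CT66, CT69, CT72, CT75, CT78 or CT81. Neither was called without detrending. The number rhythmic was 8 without CT24, 0 without CT27 and 1 without CT36, CT39, CT51, CT63, CT72 or CT78. The odds ratio was 0.563 (two‐sided Fisher's exact test, p = 0.584). The cell cycle transcripts instead fell with time: 65 of 72 decreased and 1 increased (65 and 1 adjusted over the list alone), with a median of -0.21 log2 units per day. The mitotic cyclin *CycB3* fell by 0.29 (SE 0.02, adjusted p = 7.63e-10, limma) and the mitotic kinase *polo* fell by 0.17 log2 units per day (SE 0.02, adjusted p = 6.97e-07). The flow cytometry of the paper is not analysed here.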

An important property of circadian clocks is their “temperature compensation”, whereby the period of the clock does not speed up or slow down significantly when maintained at constant high or low temperatures, respectively (Konopka *et al*, 1989). To determine whether S2 cell rhythms exhibited this phenomenon, we performed a low‐coverage RNA‐Seq time course experiment at 28°C (that is, at 3°C higher than the original time course). 

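The 28°C time course also holds 20 libraries from CT24 to CT81 with 1 library per time point. Its cells were given 2 days of cycles of 12 h at 28°C and 12 h at 23°C and were then kept at 28°C. At 25°C the cycles had lasted at least 1 week, and the medium was last changed at 0 h. The paper names the 28°C part of the cycle first here and the 23°C part first at 25°C, so the time origin of both courses can differ. Total RNA was depleted of rRNA instead of selected for polyA. The authors subsampled these libraries to at most 1 M alignments (at least 0.5 M, the paper's values) before computing FPKM with the same programs, and normalised them apart from the 25°C libraries. FPKM levels of both tables are therefore not compared in a test, and only calls, peaks and detrended profiles made within each table are. The table holds 15864 loci, of which 9194 are above 0 in any library. Per library, 8679 to 11706 loci were at 0, and FPKM summed to between 0.497 and 1.22 M. Small nuclear and nucleolar RNAs took 27.0 to 55.7% of the FPKM, against 3.27 to 3.79% at 25°C. CT24, CT27, CT48 and CT60 were the sparsest libraries, with 11102, 11687, 11508 and 11706 loci at 0. The steps from FPKM on were those used at 25°C. On simulated profiles with the noise of these libraries, 4.48% and 7.58% of rhythms of 1.5‐ and 2‐fold were called, 5.97% of the smallest simulated, and 1.16% of profiles without a rhythm.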

S2 cells did not tolerate higher temperatures than this, restricting the temperature range that we could use experimentally. We found 144 (7%) of the 2,035 transcripts measured displayed 24‐h rhythmicity (JTK‐Cycle, period 21–27 h, adjusted *P*‐value < 0.05; FDR = 0.31; Appendix Fig S3A–C). 

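At 28°C, 137 of 7363 expressed loci (1.86%) were rhythmic, with enzymes of sugar and energy metabolism among them. *Pepck1*, an enzyme of gluconeogenesis (2R, 14424272 to 14426921), had 96.2 ± 50.4 FPKM and a peak at CT21 (JTK‐Cycle adjusted p = 0.00150, ratio 2.87). *Pgk*, an enzyme of glycolysis (2L, 2745098 to 2758176), had 60.8 ± 25.6 FPKM and a peak at CT6 with the same p, and was the only rhythmic gene of 13 of its list (1 when adjusted over the list alone), not called without detrending (p = 0.114). The smallest p belonged to *BCL7-like* (X, 9250667 to 9394162), with 11.1 ± 7.51 FPKM and a peak at CT12 (adjusted p = 0.000278). *CG9775* (3R, 463732 to 467560) had 31.8 ± 18.0 FPKM and a peak at CT0 (adjusted p = 0.000869). The FDR from 100 joint orders was 0.686 (95% interval of the mean over orders 0.651 to 0.722). Among the 2035 loci that reach 0.9 FPKM in every library, 76 (3.73%) were rhythmic with an FDR of 0.310, which was computed after seeing the data.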

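Enzymes of the TCA cycle and of autophagy, which burn and recycle cell material, held the largest shares of rhythmic transcripts of the lists at 28°C. Of 19 genes of the TCA cycle 3 were rhythmic, *kdn*, *SdhA* and *CG5214* (1 adjusted over the list alone). *CG5214*, a subunit of oxoglutarate dehydrogenase (3R, 7070024 to 7072584), peaked at CT21 with a ratio of 3.15 (JTK‐Cycle adjusted p = 0.00211) and kept its call without any 1 library. *kdn*, citrate synthase, lost its call without CT42, CT45, CT48, CT57, CT60 or CT81 (p up to 0.0974), and *SdhA*, a subunit of succinate dehydrogenase, without CT39, CT42, CT45, CT51, CT54, CT57 or CT81 (p up to 0.158). Of 20 autophagy genes also 3 were rhythmic, *Atg8a*, *Atg18b* and the cargo receptor *ref(2)P* (0 adjusted over the list alone). *ref(2)P* (2L, 19542468 to 19546959) peaked at CT21 (p = 0.0101, lost without CT45, p = 0.0584). *Atg18b*, at 4.42 FPKM and above 0 in 15 libraries, lost its call without CT39, CT42, CT45 (p = 0.158), CT48, CT51, CT60, CT66 or CT81, and *Atg8a* lost its call without CT42, CT45, CT60, CT63, CT72 or CT75 (p up to 0.0757). Neither list passed the correction over 25 lists (two‐sided Fisher's exact test, adjusted p = 0.0712 each). The autophagy count was 0 without CT45, 1 without CT42 and 5 without CT54, and the TCA cycle count was 1 without CT42, CT45, CT57 or CT81.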

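The median peak‐to‐trough ratio of the rhythmic transcripts at 28°C was 2.92 (95% bootstrap interval 2.51 to 3.53). In the noise of these libraries only 7.58% of simulated rhythms of 2‐fold were called, so the calls favour large fitted swings. The median therefore does not show stronger rhythms than the 1.13 at 25°C. The best template had a period of 27 h for 80 transcripts, 24 h for 43 and 21 h for 14. *CG9344* (2R, 16864561 to 16866323), with a ratio of 45.6, was above 0 in 15 of the 20 libraries. *Idgf2*, a secreted growth factor, had 81.7 FPKM and a peak at CT21 (JTK‐Cycle adjusted p = 0.00211). Oxidative phosphorylation held 3 rhythmic genes of 64 (*ND-42*, *ND-MLRQ/mir-4942* and *UQCR-C2*), which lost their calls without any of 15, 16 and 9 single libraries. Fatty acid synthesis (*CG3961*), glycogen metabolism (*GlyS*), aminoacyl‐tRNA synthetases (*TrpRS*) and translation factors (*eIF3c*) held 1 each. *TrpRS* lost its call without any of 5 single libraries (JTK‐Cycle adjusted p up to 0.248 without CT24) and *eIF3c* without any of 6 (p up to 0.124 without CT45). Cytosolic and mitochondrial ribosomal proteins, the proteasome and heat shock genes held 0, as did every other list apart from those of the clock, glycolysis, the TCA cycle, autophagy and the cell cycle.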

If there was no temperature compensation, increased temperature should lead to shorter period of oscillations. To test this, we determined the number of rhythmic transcripts with periods between 12 and 18 h. In contrast to the 24‐h analysis, we found only 71 transcripts in this shorter period range (JTK‐Cycle, adjusted *P*‐value < 0.05), and more importantly, the FDR was 0.99, implying that all were likely to be false positives (Appendix Fig S3D). This indicates that 24‐h oscillations are dominant at 28°C. We performed the same analysis of rhythmicity for the 25°C time course and observed very similar results (periods between 12 and 18 h, 194 transcripts, adjusted *P*‐value < 0.05, FDR = 1; Appendix Fig S3E). In addition, we determined the overlap between the sets of rhythmic transcripts detected at 25 and 28°C (Fig 1F and Appendix Fig S3F). 

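With periods of 12, 15 and 18 h, 81 transcripts were called at 28°C. *ND-30*, a subunit of complex I (3L, 3158485 to 3159578), had 77.1 FPKM and a period of 12 h (JTK‐Cycle adjusted p = 0.00469). *Mdh1*, a malate dehydrogenase (2L, 10393774 to 10396332), had 58.4 FPKM and a period of 15 h (adjusted p = 0.00721). With *ND-B12*, *COX5A* and *ND-MLRQ/mir-4942*, *ND-30* made 4 of 64 genes of oxidative phosphorylation (odds ratio 6.25, two‐sided Fisher's exact test, p = 0.00524, adjusted over 25 lists 0.131; none of 99 other orders of the time points called as many, the highest being 3), a list examined for these periods after the counts were seen. Reordered time points called 80.8 transcripts on average, an FDR of 0.998 (95% interval of the mean over orders 0.942 to 1.05). In the libraries of 28°C the count was 25 among loci that reach the threshold in every library, and 213 when ties in the templates were broken by rounding, settings chosen like the genes named here after seeing the data.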

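At 25°C, 109 transcripts were called with periods of 12, 15 or 18 h, and ribosomal protein transcripts were the largest group among them. Of 83 expressed genes of cytosolic ribosomal proteins, 14 were called, all with a period of 18 h (odds ratio 15.7, two‐sided Fisher's exact test, p adjusted over 25 lists = 2.18e-10). *RpL11* (2R, 15329847 to 15331329) had 5614 FPKM (JTK‐Cycle adjusted p = 0.00132), *RpS16* 5955 FPKM (p = 0.00839) and *RpS9* 4532 FPKM (p = 0.0146). *eIF2alpha*, a subunit of an initiation factor of translation (X, 16335466 to 16341026), had 207 FPKM and the smallest p of this range (0.00110). These genes were chosen after their values were seen. Ribosomal protein transcripts move together, and 1 of 99 other orders of the time points called at least as many of them, the highest being 18. The FDR of the whole range was 0.744 (95% interval of the mean over orders 0.585 to 0.903), 1.39 when time points were reordered before detrending, and 1.48 against noise without a period. The count was 25 without detrending and 223 with ties in the templates broken by rounding, the latter chosen after seeing the data.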

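Among 6954 genes expressed at both temperatures, 14 were rhythmic at both. They include an acyl‐CoA synthetase (*CG3961*), glycogen synthase (*GlyS*), the translation inhibitor *Pdcd4*, the chaperone *Trap1*, the co‐chaperone *Csp*, the kinase *dco*, the cholesterol transporter *Npc2a* and the noncoding RNA *lncRNA:roX2*. *CG3961* (3L, 18871350 to 18883583) peaked at CT10.5 at 25°C and CT21 at 28°C (JTK‐Cycle adjusted p = 0.00554 and 0.00750). *CG1703* (X, 11505960 to 11509873) peaked at CT7.5 and CT19.5 (p = 0.0101 and 0.00211), *GlyS* (3R, 10967565 to 10973253) at CT22.5 and CT6 (p = 0.0233 and 0.0392), and *Pdcd4* (X, 13639610 to 13650046) at CT22.5 and CT7.5 (p = 0.0392 and 0.0134). *Csp* (3L, 22260482 to 22266845) peaked at CT9 and CT15 (p = 0.0303 and 0.00294). Of these, only *CG3961* kept its call without any 1 library at both temperatures. *CG1703* was lost at 25°C without CT45 (p = 0.0757), *Csp* at 25°C without any of 9 single libraries (p up to 0.124 without CT48) and *Pdcd4* without CT42, CT45, CT48, CT57, CT60 (p = 0.308), CT63, CT66 or CT69 at 25°C and CT57, CT69, CT72 (p = 0.0757) or CT81 at 28°C. *GlyS* was lost without any of 11 single libraries at 25°C and any of 12 at 28°C (p up to 0.423 without CT81). At 25°C only *Csp* of these 5 was called without detrending. None of the 14 peaked within 4 h of the same circadian time at both temperatures, while 31.9% of all pairs of a gene rhythmic at 25°C and a gene rhythmic at 28°C did. The detrended profiles of 11 of the 14 were negatively correlated between temperatures. *CG9416* was not rhythmic at 28°C (p = 0.0813) except without CT24 (p = 0.0223) or CT66 (p = 0.0339).

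**Figure D3:**
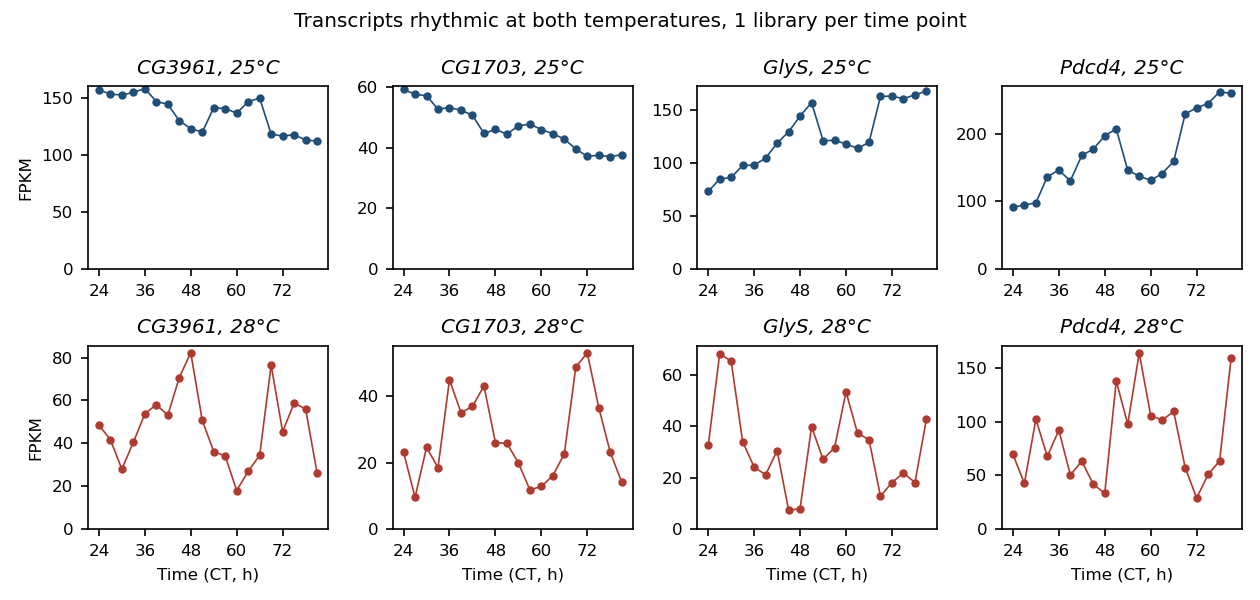
FPKM of *CG3961*, *CG1703*, *GlyS* and *Pdcd4* against circadian time in h at 25°C (top) and 28°C (bottom), 1 library per point and no error bars. *CG3961* peaks at CT10.5 at 25°C and at CT21 at 28°C.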

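Between 25 and 28°C, the genes rhythmic at both, such as *Acat1*, *Cpr*, *Df31* and *Moca-cyp*, exceeded the number that chance would share at every threshold tried. At an adjusted p under 0.05, 342 and 132 genes were rhythmic among the genes tested at both temperatures, and chance would share 6.49 of them (odds ratio 2.35, one‐sided Fisher's exact test, p = 0.00521). At a threshold of 0.1 the test gave p = 0.0336 (32 shared, odds ratio 1.47), at 0.2 p = 0.00293 (113, 1.38), at 0.3 p = 0.00682 (189, 1.26), at 0.4 p = 0.0118 (249, 1.21) and at 0.5 p = 0.0219 (313, 1.16). Shared genes made 3.04% of all rhythmic genes at 0.05 and 11.8% at 0.5. With peaks required within 4 h of each other 0 genes were shared at 0.05, where chance would share 1.91. The odds ratio of 0 for this setting was computed against the expectation without that requirement. At looser thresholds 5 genes (0.1) to 77 genes (0.5) were shared within 4 h. With 0.9 FPKM in every library of both time courses, a setting added at this threshold after seeing the data, the test at 0.5 gave p = 0.0577. Genes are not independent of each other, so these p can be too small.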

Notably, overlap became significant as soon as the threshold of the JTK algorithm was increased above 0.1 (one‐sided Fisher's exact test, Appendix Fig S3G) and the fraction of shared transcripts increased in proportion with the threshold of the JTK algorithm (Appendix Fig S3H). In a similar fashion to the 25°C experiments, we did not observe overt periodicity in cell cycle‐related transcripts and found only six cell cycle transcripts rhythmically expressed (Appendix Fig S3I and J). Collectively, these results suggest that an uncharacterised mechanism, independent of canonical circadian genes or the cell cycle, is involved in the generation of temperature‐compensated 24‐h transcriptional oscillations in S2 cells.

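At 28°C, 3 of 72 expressed genes of the mitotic cell cycle were rhythmic (0 when adjusted over the list alone). *E2f1*, which drives entry into S phase (3R, 17446026 to 17486593), had 30.1 ± 7.78 FPKM and peaked at CT13.5 (JTK‐Cycle adjusted p = 0.00750, ratio 1.71). *pav*, a kinesin of cytokinesis (3L, 4242734 to 4246233), had 14.4 ± 10.0 FPKM, and the locus *CG44385/Klp10A* (X, 11023395 to 11031151), which holds a kinesin of the spindle, 29.4 ± 10.4 FPKM. Both peaked at CT3 (adjusted p = 0.0233 each). *pav* lost its call without CT24, CT27 (p = 0.278), CT42, CT51, CT54, CT57, CT69, CT78 or CT81, and *CG44385/Klp10A* without CT24, CT27 (p = 0.111), CT33, CT39, CT51, CT60, CT63, CT72 or CT75. Without detrending only *E2f1* was called. The number rhythmic was 1 without CT24, and otherwise 2 or 3. The odds ratio was 2.32 (two‐sided Fisher's exact test, p = 0.150). No gene of the list had a linear trend over the time course at an adjusted p under 0.05 (limma).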

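At 28°C, *Clk*, *tim* and *cry* were 0 in all 20 libraries, and *per* was above 0 in 5 of them. Its mean of 0.786 FPKM rests mostly on 1 library, CT78, with 10.8 FPKM, and the next highest value was 3.21 FPKM at CT30. At this depth a low level would not have been detected. *cwo* and *Pdp1* had 17.2 ± 7.30 and 8.72 ± 5.09 FPKM, and *cyc* and *vri*, with 4.87 ± 4.91 and 7.79 ± 6.70 FPKM, were at 0 in 5 and 4 libraries. None of the 4 was rhythmic (JTK‐Cycle adjusted p = 0.359 for *Pdp1* and 1 for the others, harmonic regression p = 0.100 or more). *dco* was the only rhythmic gene of 11 that act on clock proteins, at 22.6 ± 6.52 FPKM and with a peak at CT0 (adjusted p = 0.0177, lost without CT24, CT60 or CT63, p up to 0.0757; 0 adjusted over the list alone). The paper draws on 24‐h rhythms at both temperatures, their excess over shorter periods, the overlap of the rhythmic sets and few rhythmic cell cycle genes. For the cell cycle it also draws on flow cytometry without 24‐h variation in the phases, on a fluorescent reporter of these phases and on the measured doubling time. From all of these the paper proposes a mechanism apart from canonical clock genes and the cell cycle that keeps its period across temperatures.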

### The daily proteome is enriched for abundant proteins with low amplitude oscillations

Gene Ontology (GO) had revealed that, in addition to metabolic processes, there was an overrepresentation of transcripts involved in protein translation and protein metabolic processes (Fig 1D). This led us to hypothesise that global changes in protein levels might be occurring on a 24‐h timescale. To test this, we first quantified total protein content over a time course and found that it displayed a rhythmic pattern (Appendix Fig S4A). Given this, we proceeded to determine whether specific proteins were regulated rhythmically using multiplexed quantitative proteomics (Fig 2A). We quantified 4,759 proteins over 18 time points and determined that 342 (7%) of these were rhythmically expressed (Fig 2B and Appendix Fig S4B; JTK‐Cycle, adjusted *P*‐value < 0.05, FDR = 0.28). As before, we employed two further rhythm detection methods to the data and found a similar number of rhythmic proteins (Appendix Fig S4C; two‐sided Fisher's exact test, *P* < 10^−16^ for every pairwise comparison). As was the case for RNA transcripts, there was a biphasic distribution of phases (Fig 2C). However, most proteins peaked at CT0 (Fig 2C), while the peak phase for transcripts was CT12 (Fig 1B and C). Together these results indicate that S2 cells generate 24‐h gene expression cycles in tandem with rhythmic regulation of the translation of specific proteins.

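In bins of 3 h centred on the stated times, the fullest bin of rhythmic transcripts at 25°C was CT9 with 91 transcripts (25.1%), among them *Cbs*, an enzyme of cysteine synthesis, and the mitochondrial dismutase *Sod2*. CT0 held 63 (17.4%), CT15 50, CT12 49, CT3 44, CT6 28, CT21 21 and CT18 16. *mts* and *kcc* stand in the bin of CT12, and *Pfk* and *Tfb4* in that of CT0. The share within 3 h of CT12 had a 95% Wilson interval of 40.5 to 50.7% and the share within 3 h of CT0 one of 28.0 to 37.6%. The share near CT0 or CT12 together stayed between 65.0% (without CT30) and 86.7% (without CT36) when 1 library was left out.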

**Figure 2:**
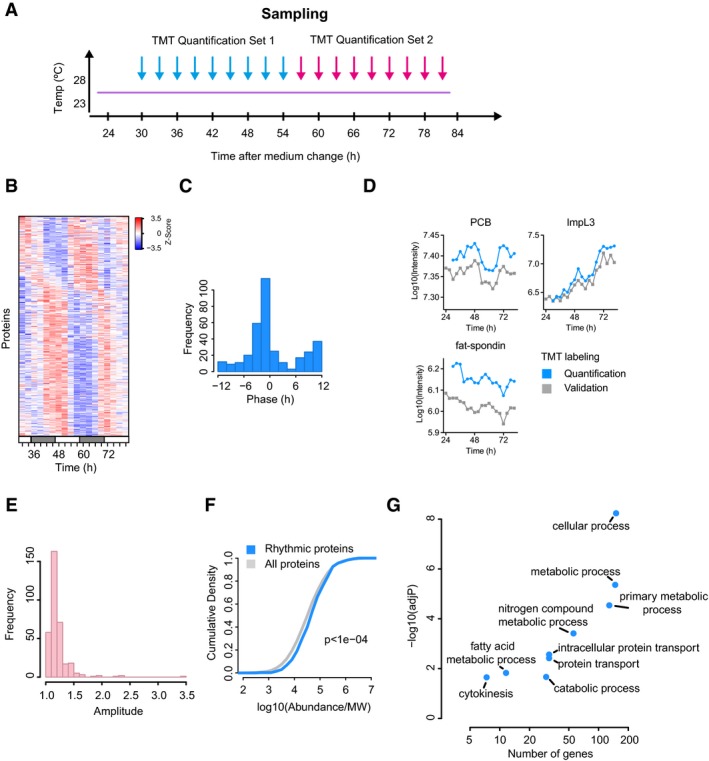
Proteome oscillations in *Drosophila* S2 cells Sample collection procedure and labelling scheme using tandem mass tag (TMT) proteomics.Heatmap representation of 342 rhythmic proteins (JTK‐Cycle, *P* < 0.05).Phase distribution of the circadian proteins shown in (B).Validation of TMT quantitation using an alternative method to label samples.Distribution of amplitudes of the 342 circadian proteins. Amplitudes were calculated by taking the ratio between the maximum and the minimum of each protein profile.Cumulative density of protein abundances of circadian proteins vs. all proteins (*n* = 4,759 proteins quantified; Wilcoxon rank‐sum test, *P* < 10^−4^).Scatterplot representation of the GO analysis of the rhythmic proteins.

Next, we validated protein quantification using an alternative strategy for multiplex labelling (Appendix Fig S4D). We then correlated temporal profiles generated by our initial and alternative labellings, which demonstrated that both protocols yield reproducible results (Appendix Fig S4E and F), and the overlap between proteins in the quantification and validation sets was highly significant (Appendix Fig S4G; two‐sided Fisher's exact test, *P* < 5 × 10^−4^). For example, ImpL3, pyruvate carboxylase (PCB) and fat‐spondin, all displayed almost identical profiles using either quantification method (Fig 2D). Similarly to previous studies in mammals (Mauvoisin *et al*, 2014; Robles *et al*, 2014), the amplitude of protein oscillations was relatively low (Fig 2E). Interestingly, however, rhythmic proteins are more likely to be the more abundant ones quantified (Fig 2F). Notably, we again found that metabolic processes were functionally overrepresented among rhythmic proteins (Fig 2G), in a similar way to rhythmic transcripts (Fig 1D). Together, these results suggest that the rhythmic proteome in S2 cells is enriched for abundant metabolic enzymes and thus identify cellular metabolism as a key process regulated in a cyclical manner.

### Different contributions of transcriptional and post‐transcriptional mechanisms to the daily proteome

Given that transcripts must be translated into proteins, the temporal profiles of mRNA and protein at a global scale might be expected to be highly coupled. To test this, we first correlated the abundance of transcripts and proteins, which revealed a tight correlation (Fig 3A). Despite this, there was little overlap of the sets of rhythmic transcripts and proteins (Fig 3B). To understand why this might be, we correlated the four categories of RNA‐protein pairs (e.g. rhythmic RNA vs. rhythmic protein and so on). This showed that the correlation between transcript and protein is significantly higher when either the transcript or the protein is rhythmic, or if they both are (Fig 3C), which we validated independently by temporal cross‐correlation (Appendix Fig S5A). Detrending of the RNA and protein profiles increased the correlation between RNA‐protein pairs, in particular for pairs for which both profiles are rhythmic, further highlighting that 24‐h patterns contribute significantly to the correlation structure (Appendix Fig S5B).

**Figure 3:**
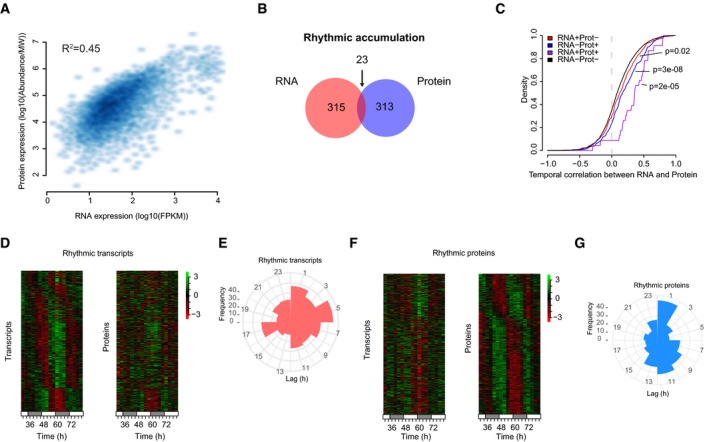
Integration of transcriptomics and proteomics data Scatter plot of RNA and protein expression.Venn diagram showing the overlap of rhythmic RNA and proteins.Cumulative distributions of Pearson's correlation coefficients for the indicated groups of RNA‐protein pairs. RNA^−^Prot^−^, neither circadian; RNA^+^Prot^+^, both circadian; RNA^−^Prot^+^, RNA not circadian and protein circadian; RNA^+^Prot^−^, RNA circadian and protein not circadian (Wilcoxon rank‐sum test).Heatmap representations of transcripts and protein accumulations for the RNA‐protein pairs with rhythmic transcripts.Distribution of phase difference between RNA‐protein pairs for those with rhythmic transcripts.Heatmap representations of transcripts and protein accumulations for the RNA‐protein pairs with rhythmic proteins.Distribution of phase difference between RNA‐protein pairs for those with rhythmic proteins.

We next examined the relationship of the key circadian properties, amplitude and phase, between RNA‐protein pairs. Amplitudes were related in a similar way as before, with high correlation when both RNA and protein were rhythmic (Appendix Fig S5C). However, the phase of transcripts was a poor predictor of protein phase. If highly related, there should be a narrow distribution of phase differences (lags), which was not the case (Fig 3D and E). By contrast, rhythmic proteins were expressed in phase with their transcripts or with a phase delay of about 12 h (Fig 3F and G). This phase delay is likely related to the fact that most transcripts are expressed around CT12 (Fig 1C), while most proteins peak around CT0 (Fig 2C). To determine whether there were more complex underlying temporal relationships, we performed principal component analysis (PCA) on each data set. 

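A principal component analysis of the rhythmic transcripts at 25°C, detrended and scaled, placed 47.9% of the variance on the first component and 13.0% on the second, 60.9% together. The score of the first component went from -0.357 at CT51 to 0.152 at CT54, 0.472 at CT60 and 0.304 at CT66, and back to -0.155 at CT69. The mean of the transcripts peaking near CT12, such as *Ent2* and *kcc*, went from -1.08 SD units to 0.474, 1.30, 0.960 and -0.463 at the same times. The mean of those peaking near CT0, which include the 6 rhythmic glycolytic transcripts of 12 expressed, went from 1.01 to -0.575, -1.26, -0.946 and 0.390. Over all expressed loci the first 2 components held 43.2% of the variance, and 75.0% for rhythmic transcripts without detrending.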

Interestingly, ordered temporal transitions between four different transcriptional states were mostly captured by the first two PCA components (Appendix Fig S5D). When considering matching protein profiles, we saw similar clustering of time points, but this time with three states showing a cyclic relationship (Appendix Fig S5E). Taken together, these results underline a complex combination of transcriptional and post‐transcriptional mechanisms must regulate mRNA processing and degradation to shape the 24‐h proteome, consistent with previous studies in mammalian systems (Reddy *et al*, 2006; Mauvoisin *et al*, 2014; Robles *et al*, 2014).

### Central carbon metabolism and amino acid metabolism exhibit daily oscillations

Given that rhythmic proteins were functionally enriched for metabolic processes (Fig 2G), we hypothesised that metabolic oscillations might be driven by 24‐h rhythms in proteins. To test this, we did a similar time course to before and then performed untargeted liquid chromatography–mass spectrometry (LC‐MS) to determine the ensemble of oscillating metabolites in S2 cells. We detected 1,339 features, among which 466 (35%) were rhythmic (Fig 4A and Appendix Fig S6A–C; JTK‐Cycle, adjusted *P*‐value < 0.05; FDR = 0.18). In keeping with our gene expression data, rhythmic features were clustered into two phases (Fig 4B and C), indicating a high degree of temporal organisation. To definitively identify a subset of metabolites, we next performed tandem MS (MS2), which yielded 54 metabolites (4% of those detected) with which we could perform pathway enrichment analysis (Fig 4D, and Appendix Fig S6D and Appendix Table S1; metabolite set enrichment analysis, raw *P*‐value < 0.05; Xia & Wishart, 2010). Significantly, central carbon metabolism and pathways associated with amino acid metabolism were enriched among rhythmic metabolites. We validated regulation of central carbon metabolism by performing targeted LC‐MS analysis of glycolysis, pentose phosphate pathway and citric acid cycle metabolites. Of note, key metabolites including ATP, glutathione and citric acid cycle intermediates exhibited rhythmic accumulation over time (Fig 4E and F, and Appendix Table S2).

**Figure 4:**
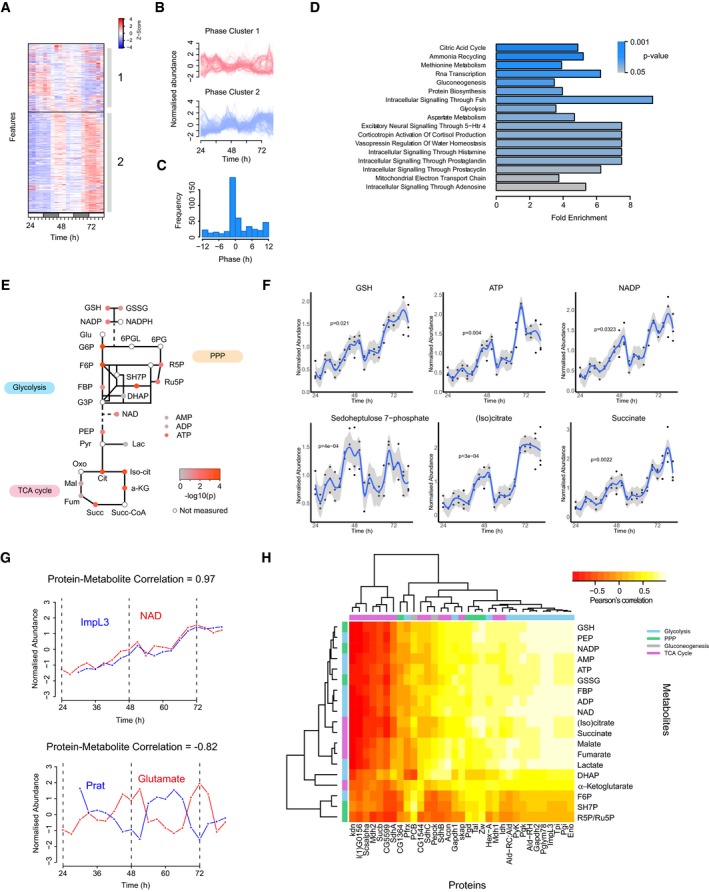
The circadian metabolome of S2 cells Heatmap representation of the 466 LC‐MS features detected as rhythmic (JTK‐Cycle; *P* < 0.05, FDR = 18%).Individual traces of rhythmic features from cluster 1 and cluster 2 from (A).Distribution of phases from (A).Metabolite set enrichment analysis of the 54 identified rhythmic metabolites.Targeted LC‐MS analysis of metabolites from glycolysis, pentose phosphate pathway (PPP) and tricarboxylic acid (TCA) cycle. The colour of each node represents the *P*‐value for daily rhythmicity (JTK‐Cycle). See Appendix Table S2 for list of abbreviations.Selected temporal profiles of metabolites are shown together with their associated *P*‐value.Two examples of protein–metabolite pairs are shown with their respective Pearson's correlation coefficients.Heatmap showing the Pearson's correlation between each profile from targeted metabolomics (carbon metabolism) and proteomics data.

To determine mechanistic relationships between rhythmic protein expression and metabolic oscillations, we correlated the two. We first considered all possible protein–metabolite associations, which resulted in a non‐uniform distribution with an overrepresentation of highly correlated and anti‐correlated profiles (Appendix Fig S6E). When only the best match between each metabolite and associated proteins was kept, the effect was much more pronounced, since most protein–metabolite pairs had an absolute correlation coefficient greater than 0.5 (Appendix Fig S6F). For example, lactate dehydrogenase (*ImpL3*) and NAD, its substrate, displayed strongly correlated profiles (Fig 4G; Pearson's correlation = 0.97). In contrast, phosphoribosylamidotransferase (Prat), an essential enzyme in the pathway for *de novo* purine synthesis, was anti‐correlated to the levels of its product glutamate (Pearson's correlation = −0.82). Using a similar strategy, we analysed the correlation between proteins and targeted metabolites in central carbon metabolism (Fig 4H). This demonstrated that most protein–metabolite pairs were correlated, especially those found in the same subpathway. For example, proteins and metabolites of the pentose phosphate pathway formed a small cluster of correlated profiles, as exemplified by sedoheptulose 7‐phosphate (SH7P) and its cognate enzyme, transaldolase (Taldo; Appendix Fig S6G). Collectively, these results suggest a robust link between protein rhythmicity and downstream 24‐h metabolite oscillations in fundamental biochemical pathways.

## Discussion

We have shown that even though *Drosophila* S2 cells do not express the core components of transcriptional feedback loops thought to be required for rhythm generation in the fly, they nevertheless exhibit temperature‐compensated 24‐h metabolic oscillations coupled to gene and protein cycles. Our results thus indicate that the canonical circadian network may not be required to generate genome‐wide oscillations on the circadian time scale in a eukaryotic system (Appendix Fig S7A). The fact that CLK and CYC are transcription factors with a PAS domain, which allows molecular sensing of the intracellular environment, is consistent with a role as an important connecting cog between metabolic and gene expression programmes. In this interpretation, *Drosophila* S2 cells are thus a novel model of cellular time keeping that encompasses metabolic and gene expression components, but not the canonical circadian clock gene network. We speculate that cells and tissue in the fly that do not express clocks genes, such as *per* and *tim*, may nonetheless exhibit similar daily rhythms. This is highly relevant since *Drosophila* have been thought to be somewhat unique among model organisms, from single‐celled cyanobacteria to mammals, in not having a clock in every cell. Our results suggest that *Drosophila* may in fact have a clock in every cell, but not necessarily based on the presence of, or oscillation of, clock genes such as *per* or *tim*. Understanding the relative role of gene, protein and metabolite expression in this model will enhance our understanding of fundamental properties of circadian oscillations in *Drosophila* and in other eukaryotic systems.

## Materials and Methods

### Cell culture

*Drosophila* S2 cells were purchased from Thermo Fisher Scientific and were grown at 25°C in Schneider's *Drosophila* Media (Thermo Fisher Scientific), supplemented with 10% heat‐inactivated FBS, 1% Pen‐Strep and 1/500 MycoZap Plus‐CL. For circadian entrainment protocol, S2 cells were subjected to temperature cycles (12 h at 23°C, 12 h at 28°C) for at least 1 week, with media changes occurring every 3–4 days at the transition between 23 and 28°C. The last medium change was performed at *t* = 0 h, and cells were plated into six‐well plates. Cells were kept at 25°C for the remaining of the experiment, with sample collection occurring at 3‐h intervals between 24 and 81 h. For the RNA‐Seq experiment at 28°C, S2 cells were grown at 28°C in Schneider's *Drosophila* Media, supplemented with 10% heat‐inactivated FBS and 1% Pen‐Strep. Cells were plated into six‐well plates and were synchronised with 2 days of temperature cycles (12 h at 28°C, 12 h at 23°C) followed by 24 h at 28°C, before the start of sample collection at *t* = 24 h. To measure the change in cell density over the time course, we used the Countess Automated Cell Counter (Invitrogen) system following manufacturer's instructions.

### RNA isolation and RNA sequencing

At the time points indicated in the main text, cells were lysed in triplicate in TRI‐Reagent, flash‐frozen and stored at −80°C until extraction. Extraction and purification were performed with the Direct‐zol RNA MiniPrep kit (Zymo Research). RNA‐Seq libraries for the 25 and 28°C time courses were respectively prepared using polyA selection method (KAPA Stranded mRNA‐Seq Kit for Illumina Platforms, Roche) or previously published rRNA‐depletion method (Rey *et al*, 2016). Sequencing using a HiSeq platform with single‐end 50‐bp reads and subsequent quality filtering of reads was performed according to manufacturer's instructions (Illumina).

### RNA‐seq data analysis

Sequencing reads were aligned to the UCSC *Drosophila* reference genome (dm3) using TopHat v2.1.0 (Kim *et al*, 2013). For the RNA‐Seq experiment at 25°C, we obtained on average 30.0 million mapped reads per sample, with a minimum of 16.2 millions. Reads were assembled into transcripts using RefSeq genes as reference and their abundance estimated using Cufflinks/Cuffmerge/Cuffquant/Cuffnorm v2.2.1 (Trapnell *et al*, 2010). 

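The table of 25°C holds 13696 loci with a mean above 0. A Gaussian mixture of 2 components, refitted here to their log2 mean FPKM, placed the lower component, in whose range *Clk*, *per* and *tim* lie, at -4.65 (SD 2.65) with 45.8% of the loci. The upper component, near *cyc*, lay at 4.66. The 0.95 quantile of the lower component was 0.816 FPKM, which 7617 loci reached. As a first fit collapsed onto a few loci near 0, the 12 loci under 2 to the power of -12 were left out of the fit, a choice made after seeing the data.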

To estimate the threshold to define the set of expressed transcripts, we modelled the distribution of transcript mRNA expression using a Gaussian mixture model using the R package “mixtools”. We chose a threshold of 0.9 FPKM, which corresponds to the 0.95 percentile of the distribution of lowly expressed transcripts, to define a set of 6,944 expressed transcripts. For the RNA‐Seq experiment at 28°C, aligned reads were subsampled to have a maximum of 1 million alignments per sample (with a minimum of 0.5 million), in order to compensate for differences in sequencing depth between barcodes. To define the set of expressed transcripts in the 28°C RNA‐Seq data, we used the same threshold of 0.9 FPKM, as the 28°C time course had a lower coverage that did not allow to estimate accurately the distribution of lowly expressed transcripts.

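At 28°C the same fit placed the lower component at -1.68 on the log2 scale with a 0.95 quantile of 3.17 FPKM, which 6247 loci reached. *cyc* and *vri* stand above this value at 28°C, and *per* stands below it.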

Temporal profiles were linearly detrended by fitting of a straight line to each profile and subtracting the resulting function. The JTK‐Cycle algorithm was used to detect rhythmic transcripts using the following parameters: minimal period = 21, maximal period = 27 and adjusted *P*‐value = 0.05. As validation, two alternative algorithms, RAIN (period = 24, period.delta = 3, method = longitudinal, and *P*‐value = 0.01) and ARSER (minimal period = 21, maximal period = 27, default period = 24 and *P*‐value = 0.01), were used to detect rhythmic transcripts. To determine the FDR of identification of rhythmic transcripts, we used a permutation‐based method that removes positives to reduce bias in the estimation of the FDR (Xie *et al*, 2005). These permutation tests were run 10,000 times, and FDR was estimated by taking the ratio between the mean number of rhythmic profiles in the permutated samples and the number of rhythmic profiles in the original ordering. An empirical *P*‐value was also computed based on the distribution of rhythmic profiles in the permutated samples. GO analyses were performed using the Gene List Analysis Tool from the PANTHER database using all *D. melanogaster* genes as reference set (Mi *et al*, 2016). GO annotation of transcripts for mitotic cell cycle (GO:0000278) was retrieved from FlyBase.org and was used to visualise transcript profiles of cell cycle‐related genes.

### Quantitative PCR

Triplicate RNA samples were reverse‐transcribed into cDNA using the High Capacity cDNA Reverse Transcription Kit (Life Technologies), following the manufacturer's instructions, using 0.3–1 μg total RNA per reaction. The resulting cDNAs were used in duplicate 7 μl PCR, set up as follows: 3.5 μl TaqMan Gene Expression Master Mix (Life Technologies), 0.35 μl validated TaqMan Gene Expression Assay (Life Technologies), 1.15 μl nuclease‐free water and 2 μl cDNA. Real‐time PCR was performed with an ABI 7900HT (Applied Biosystems) system. The following TaqMan gene expression assays were used: Eno (Dm01844953), Gapdh2 (Dm01843776), ImpL3 (Dm01841229) and Act5C (Dm02361909). The relative levels of each mRNA were calculated by the $2^{-\Delta C_{t}}$ method and normalised to the corresponding Act5C levels.

### Flow cytometry

At the time points mentioned in the main text, cells were washed twice in PBS and resuspended in ice‐cold 70% ethanol. Cells were kept at 4°C until staining. For staining DNA, cells were first washed twice with PBS, resuspended in DAPI solution (1 μg/ml in PBS + 0.1% Triton) and kept overnight at 4°C. For quantitation of cell cycle phase transitions using fluorescent reporters, S2 cells were transfected with a *Drosophila*‐specific system (Fly‐FUCCI), a commercially available multicistronic vector for expression of fluorescent ubiquitin‐based cell cycle indicators (Addgene 73164; Zielke *et al*, 2014). The Fly‐FUCCI system allows G1, S and G2 phases of interphase in cultured *Drosophila* cells to be distinguished by relying on fluorochrome‐tagged degrons from the Cyclin B (RFP‐tagged) and E2F1 proteins (GFP‐tagged). Freshly split cells were transfected in six‐well plates using 2 μg of DNA and 6 μg of linear 25 kDa Polyethylenimine (Alfa Aesar). Fluorescent probes expressed in S2 cells were visually checked under a fluorescent microscope (EVOS FL Cell Imaging System, Thermo Fisher Scientific). Selection of expressing cells was done using Geneticin (Thermo Fisher Scientific) for 2 weeks. At the time points mentioned in the main text, cells were washed twice in PBS and resuspended in 4% formaldehyde and stored at 4°C until analysis. Cell cycle phase distribution was assessed by flow cytometry, where GFP single‐positive cells showed G1, RFP single positives indicated S phase and double positives represented G2 phase populations. Flow cytometry was performed on a LSRFortessa™ Cell Analyzer (BD Biosciences) using standard methods.

### Proteomics sample preparation

At the time points indicated in the main text, cells were spun down and the pellets were flash‐frozen and stored at −80°C until protein extraction. To extract protein, pellets were lysed on ice with 500 μl of Lysis Buffer [100 mM triethylammonium bicarbonate (TEAB), 1% SDS, 1% NP‐40, 10 mM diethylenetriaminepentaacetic acid (DTPA), 1/100 Halt protease inhibitors (Thermo Fisher Scientific)]. Cells were vortexed and incubated for 30 min on ice. Samples were sonicated using a Bioruptor Standard (Diagenode) for 5 min (30 s On, 30 s Off) on medium power. Samples were spun at max speed at 4°C for 10 min to remove debris and transferred to fresh tubes. BCA assay (Thermo Fisher Scientific) was used to quantify protein levels for tandem mass tag (TMT) labelling (Thermo Fisher Scientific).

Tandem mass tag labelling was performed according to manufacturer's instructions. 200 μg per condition was transferred into a new tube, and the volume was adjusted to 200 μl with 100 mM TEAB. 10 μl of 200 mM TCEP was added to each sample to reduce cysteine residues, and samples were incubated at 55°C for 1 h. To alkylate cysteines, 10 μl of 375 mM iodoacetamide was added to each sample and samples were incubated for 30 min protected from light at room temperature. Samples were split in two, and acetone precipitation was performed by adding six volumes (~600 μl) of pre‐chilled (−20°C) acetone. The precipitation was allowed to proceed overnight at −20°C. The samples were centrifuged at 8,000 × *g* for 10 min at 4°C, before decanting the acetone.

Acetone‐precipitated (or lyophilised) protein pellets were resuspended with 100 μl of 100 mM TEAB. 2.5 μg of trypsin per 100 μg of protein was added to the proteins for proteolytic digestion. Samples were incubated overnight at 37°C to complete the digestion. TMT Label Reagents were resuspended in anhydrous acetonitrile, and 0.4 mg of each label was added to the corresponding peptide sample. The reaction was allowed to proceed for 1 h at room temperature. 8 μl of 5% hydroxylamine was added to each sample and incubated for 15 min to quench the labelling reaction. Samples were combined in a new microcentrifuge tube at equal amounts and stored at −80°C until mass spectrometry analyses.

### Proteomics mass spectrometry

Tandem mass tag‐labelled tryptic peptides were subjected to HpRP‐HPLC fractionation using a Dionex UltiMate 3000 powered by an ICS‐3000 SP pump with an Agilent ZORBAX Extend‐C18 column (4.6 × 250 mm, 5 μm particle size). Mobile phases (H_2_O, 0.1% NH_4_OH or MeCN, 0.1% NH_4_OH) were adjusted to pH 10.5 with the addition of formic acid, and peptides were resolved using a linear 40 min 0.1–40% MeCN gradient over 40 min at a 400 μl/min flow rate and a column temperature of 15°C. Eluting peptides were collected in 15 s fractions. One hundred and twenty fractions covering the peptide‐rich region were re‐combined to give 12 samples for analysis. To preserve orthogonality, fractions were combined across the gradient. Re‐combined fractions were dried down using an Eppendorf Concentrator (Eppendorf, UK) and resuspended in 15 μl MS solvent (3% MeCN, 0.1% TFA).

Data for TMT‐labelled samples were generated using an Orbitrap Fusion Tribrid Lumos mass spectrometer (Thermo Scientific). Peptides were fractionated using an RSLCnano 3000 (Thermo Scientific) with solvent A comprising 0.1% formic acid and solvent B comprising 80% MeCN, 20% H_2_O and 0.1% formic acid. Peptides were loaded onto a 75 cm Acclaim PepMap C18 column (Thermo Scientific) and eluted using a gradient rising from 7 to 37% solvent B by 180 min at a flow rate of 250 nl/min. MS data were acquired in the Orbitrap at 120,000 fwhm between 380 and 1,500 m/z. Spectra were acquired in profile with AGC 2 × 10^5^. Ions with a charge state between 2^+^ and 7^+^ were isolated for fragmentation using the quadrupole with a 0.7 m/*z* isolation window. CID fragmentation was performed at 35% collision energy with fragments detected in the ion trap between 400 and 1,200 m/*z*. AGC was set to 1 × 10^4^, and MS2 spectra were acquired in centroid mode. TMT reporter ions were isolated for quantitation in MS3 using synchronous precursor selection. Ten fragment ions were selected for MS3 using HCD at 65% collision energy. Fragments were scanned in the Orbitrap at 60,000 fwhm between 120 and 500 m/*z* with AGC set to 1 × 10^5^. MS3 spectra were acquired in profile mode.

### Proteomics data analysis

MaxQuant v1.5.5.1 (Cox & Mann, 2008) was used to process the raw TMT proteomics data using the following parameters: fixed modifications = carbamidomethylation, FDR for protein and peptide identification = 0.01, sequence database = UniprotKB proteome for *D. melanogaster* (downloaded on 13 January 2017), variable modifications = oxidation of methionine, protein N‐terminal acetylation. TMT 10plex data were normalised using linear regression in logarithmic space to normalise for global abundance variations between each TMT channel. For the quantification TMT sets, samples were TMT‐labelled as shown in Fig 2A (set1: pooled sample, CT30, CT33, CT36, CT39, CT42, CT45, CT48, CT51 and CT54; set2: pooled sample, CT57, CT60, CT63, CT66, CT69, CT72, CT75, CT78 and CT81). For each protein, the quantification TMT set1 and set2 were assembled together after taking the log ratio between each channel and the reference channel (pooled sample of all time points). For the validation TMT sets, samples were TMT‐labelled as shown in Appendix Fig S2C (set1: CT24, CT30, CT36, CT42, CT48, CT54, CT60, CT66, CT72 and CT78; set2: CT27, CT33, CT39, CT45, CT51, CT57, CT63, CT69, CT75 and CT81). For each protein, the validation TMT set1 and set2 were assembled together after taking the log ratio between each channel and the mean across all channels for this protein (mean centring). Protein temporal profiles were linearly detrended by fitting of a straight line to each profile and subtracting the resulting function. The JTK‐Cycle algorithm (Hughes *et al*, 2010) together with the RAIN and ARSER methods for validation was used to detect rhythmic transcripts with same parameters used for the RNA‐Seq analysis. To determine the FDR of identification of rhythmic proteins, we used the same method as for transcripts. GO analyses were performed using the Gene List Analysis Tool from the PANTHER database using all *D. melanogaster* genes as reference set (Mi *et al*, 2016). In order to integrate transcriptomics and proteomics data, we used the UniProt ID converter tools to generate a mapping between UniProt accession numbers and RefSeq annotations. We performed a protein‐centric integration, where each protein was associated with at most one transcript. If there were more than one transcript, the most rhythmic mRNA transcript was kept. Using this strategy, we were able to assemble 4,658 protein‐RNA pairs from 4,758 proteins and 6,944 transcripts. For each RNA‐protein pair, the Pearson correlation coefficient was computed using the respective temporal profiles from CT30 to CT81.

### Metabolite sample preparation

At the time points indicated in the main text, triplicate cell samples were spun down and pellets were washed with room temperature PBS. Cells were resuspended in 1 ml of methanol:water (80:20) at −75°C for quenching, and samples were stored at −80°C. To extract metabolites, samples were thawed on ice and then vortexed for 2 min at room temperature. Samples were sonicated for 5 min in the cold room (30 s ON, 30 s OFF, medium power). Samples were centrifuged for 10 min at 9,391 *g* at 4°C, and the supernatants were transferred to fresh 1.5‐ml Eppendorf tubes. The extraction was repeated a second time with 500 μl methanol:water (80:20). For the third extraction, 500 μl methanol:water (80:20) supplemented with ^13^C_5,_^15^N_1_‐valine was used downstream quality control. The three extractions were pooled and lyophilised to dryness. Samples were resuspended in 350 μl of chloroform:methanol:water (1:3:3 v/v), and the polar (upper) phase was collected for analysis. Quality control samples were prepared by pooling equal volumes from all samples included in this study.

### Metabolomics mass spectrometry

LC‐MS method was adapted from a published protocol (Zhang *et al*, 2012). Samples were injected onto a Dionex UltiMate LC system (Thermo Scientific) with a ZIC‐pHILIC (150 × 4.6 mm, 5 μm particle) column (Merck SeQuant). A 15‐min elution gradient of 80–20% Solvent B was used, followed by a 5 min wash of 5% Solvent B and 5‐min re‐equilibration, where Solvent B was acetonitrile (Optima HPLC grade, Sigma‐Aldrich) and Solvent A was 20 mM ammonium carbonate in water (Optima HPLC grade, Sigma‐Aldrich). Other parameters were as follows: flow rate 300 μl/min; column temperature 25°C; injection volume 10 μl; and autosampler temperature 4°C. MS was performed with positive/negative polarity switching using an Q Exactive Orbitrap (Thermo Scientific) with a HESI II probe. MS parameters were as follows: spray voltage 3.5 and 3.2 kV for positive and negative modes, respectively; probe temperature 320°C; sheath and auxiliary gases were 30 and 5 arbitrary units, respectively; and full scan range: 70–1,050 m/*z* with settings of AGC target and resolution as balanced and high (3 × 10^6^ and 70,000), respectively. Data were recorded using Xcalibur 3.0.63 software (Thermo Scientific). Mass calibration was performed for both ESI polarities before analysis using the standard Thermo Scientific Calmix solution. To enhance calibration stability, lock‐mass correction was also applied to each analytical run using ubiquitous low‐mass contaminants. Parallel reaction monitoring (PRM) acquisition parameters were the following: resolution 17,500; collision energies were set individually in HCD (high‐energy collisional dissociation) mode.

### Metabolomics data analysis

Qualitative analyses were performed using Xcalibur Qual Browser (Thermo Fisher Scientific) and mzCloud (HighChem). Untargeted metabolomics data analyses were performed with Progenesis QI (Nonlinear Dynamics) using the following parameters: feature detection = high resolution and peak processing = centroided data with resolution at 70,000 (FWHM). In positive mode, the following adducts were used: M+NH_4_, M+H, M+Na and M+2H. In negative mode, the following adducts were used: M‐H, M+Na‐H and M‐2H. Normalisation was performed using the log‐ratio method over all features. Features having a coefficient of variation (CV) lower than 30% among quality control samples were selected for downstream analyses (*n* = 722 and 616 for positive and negative mode, respectively). PCA of all samples (including features with CV < 30% from positive and negative modes) shows very good clustering, indicating system stability, performance and reproducibility (Appendix Fig S4A). Similar conclusions were reached using correlation analysis (Appendix Fig S4B). Features in the retention time window between 19.15 and 19.35 min were excluded from subsequent analyses, due to artefactual profiles in this time window. Temporal profiles were linearly detrended by fitting of a straight line to each profile and subtracting the resulting function. The JTK‐Cycle algorithm was used to detect circadian rhythmicity using the following parameters: minimal period = 21, maximal period = 27, adjusted *P*‐value = 0.05 and number of replicates = 2–3. To determine the FDR of identification of rhythmic proteins, we used the same method as for transcripts. From the 466 rhythmic features, 145 with at least one hit in spectral databases were selected for MS2 annotation. Out of these, we were able to annotate 70 features with MS2 data (Appendix Table S1), which correspond to 54 metabolites. Metabolic pathway enrichment analysis was performed using metabolite set enrichment analysis (MSEA; Xia & Wishart, 2010). For targeted LC‐MS data analysis, a set of 20 metabolites (Appendix Table S2) was chosen from carbon metabolism and redox pathways. Retention time and MS/MS spectra from samples were compared to metabolite standards to validate identification. Quantification was performed manually using TraceFinder v4.1 (Thermo Fisher Scientific). Normalisation across samples was performed using the normalisation ratio calculated with Progenesis QI. In order to integrate metabolomics and proteomics data sets, we used the Kyoto Encyclopedia of Genes and Genomes (KEGG) annotation. Briefly, UniProt accession numbers were annotated with Enzyme Commission (EC) numbers, which were used to fetch all interacting metabolites in the KEGG database. Each metabolite was annotated with all possible proteins based on the described annotation, and correlation analysis was performed between metabolite–protein pairs.

### Data availability

The RNA‐seq data sets produced in this study has been deposited in the Gene Expression Omnibus (accession number GSE102495). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (Vizcaíno *et al*, 2016) partner repository with the dataset identifier PXD007669.

## Author contributions

GR, NBM and ABR designed and planned the experiments. GR, NBM, UKV and RC performed cell experiments. GR, NBM and UKV performed the RNA‐Seq experiments and GR analysed the data. GR, NBM and ADN performed the flow cytometry experiments. GR, NBM and SR performed the proteomics experiments and GR analysed the data. RA performed the mass spectrometry analyses for proteomics samples. GR and RC performed the metabolomics extractions. MSDS performed the mass spectrometry analyses for metabolomics samples, under the supervision of JIM. GR performed the metabolomics data analyses, under the supervision of MSDS and JIM. GR and ABR wrote the manuscript, with contributions from all of the authors.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Review Process File Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

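The deposited data are RNA‐Seq of S2 cells in constant conditions at 25°C and at 28°C, with 20 libraries per temperature at intervals of 3 h from CT24 to CT81 and 1 library per time point. The 25°C libraries were made from polyA RNA and the 28°C libraries from RNA depleted of rRNA, so differences between the tables also hold the difference between protocols. Reads of 50 bp were mapped to dm3 with TopHat 2.1.0, and FPKM per gene locus were made by the authors with Cufflinks, Cuffmerge, Cuffquant and Cuffnorm 2.2.1, once per temperature. The paper's text does not name the library scaling used in that step. The values were taken as the FPKM they are named as. Their sums per library had medians of 1.04 M at 25°C and 0.751 M at 28°C. At 25°C this is far below the paper's mapped reads of at least 16.2 M, so the values are not read counts. At 28°C, with at most 1 M alignments after subsampling, the sum alone cannot tell FPKM from counts. The median number of loci at 0 was 4964.5 at 25°C and 9701 at 28°C. As no counts are given, the depth of each library was judged from the FPKM of loci with few reads, and intervals on shares of genes are Wilson intervals that treat genes as independent. Gene symbols follow the annotation of the table, with the symbols of a shared locus joined by a slash. Coordinates are those of dm3.

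Loci with a mean of at least 0.9 FPKM were tested. A straight line was subtracted from the FPKM of each profile, and JTK‐Cycle was written anew from its definition: Kendall's statistic against 24 cosine templates per gene at periods of 21, 24 and 27 h, an exact null for 20 time points, and a Bonferroni adjustment over templates. Ties in the templates were kept. Transcripts with an adjusted p under 0.05 were called rhythmic. Periods of 12, 15 and 18 h and of 30, 33 and 36 h were tested the same way. Peak times are those of the first peak of the best template after CT24, taken modulo 24 h. With a template of 21 or 27 h, later peaks fall at other circadian times. Peak‐to‐trough ratios come from a 24‐h cosine fitted with a linear trend to log2(FPKM + 1), also where the best template had another period. They are thus ratios of FPKM + 1, which are smaller than ratios of FPKM at low levels. The FDR is the mean number called in 100 joint orders of the time points, without the transcripts called in the real order, divided by the number called in the real order. The paper used 10000 permutations. Linear trends and 24‐h harmonic regressions were fitted to log2(FPKM + 1) with limma 3.58.1, and their p were adjusted over genes by Benjamini and Hochberg. Lists were compared with all expressed genes by two‐sided Fisher's exact tests, adjusted over the 25 lists with expressed genes. The overlap between temperatures was tested one‐sided as in the paper, over genes expressed at both.

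Of 28 gene lists, 25 had expressed members: core clock, clock accessory, glycolysis, TCA cycle, pentose phosphate pathway, glycogen and trehalose metabolism, cytosolic and mitochondrial ribosomal proteins, translation factors, aminoacyl‐tRNA synthetases, oxidative phosphorylation, proteasome, heat shock proteins, targets of ATF4, amino acid and one‐carbon metabolism, fatty acid synthesis, redox enzymes, autophagy, mitotic cell cycle, histones, ecdysone response, antimicrobial response, and markers of haemocytes, neurons and germline. Markers of muscle and fat body and transcripts of the mitochondrial genome had none. The genes named are those the paper names, the 10 with the smallest JTK‐Cycle p per temperature at a mean of at least 10 FPKM, the 10 with the largest linear trends in each direction, and up to 4 per list. The lists, this rule, the tests described so far and the alternative settings described next were set before the data were examined. Tests and settings chosen later are marked where they appear. Some genes are named outside the rule as members of a list or set, such as *Trap1*, *Npc2a*, *tum* and *fzy*, and not all of them are marked.

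The alternative settings changed the filter (no filter, means of 0.5, 2 or 5 FPKM, 0.9 FPKM in every library, or the refitted mixture), the detrending (none, quadratic, or on log2 FPKM with pseudocounts of 1 or 0.1), the library scaling (upper quartile), the handling of ties in the templates, the null, the templates and the time points, and left out each library in turn. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and R 4.3.3. The rebuilt JTK‐Cycle and the trend fit were tested on simulated data in which 200 genes changed. Trends of 0.25 log2 units per day were found in 88.1% of simulated genes at 25°C and in 0% at 28°C. RAIN, ARSER, the GO enrichment and the comparison with published rhythmic genes were not run, as their programs or lists were not at hand, and the proteome, metabolite, qPCR and flow cytometry data of the paper are not used here.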

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

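Chosen only after the result was seen were the tests of other orders of the time points for the counts at 30 to 36 h, of library depth, of cultures at an earlier stage, and of chance pairing of phases, and the setting without CT54 to CT66.

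The transcripts of the 25°C time course changed in one direction over the days, which the paper does not report on. A linear trend was present in 5121 genes (2438 up, 2683 down, limma), and no more than 2681 in the other 99 orders of the time points (1 of 100 orders with as many, the real one). Leaving out single libraries gave 4922 to 5231. Transcripts of sugar use rose: all 12 expressed glycolytic genes, 5 of 7 genes of glycogen and trehalose metabolism (1 down) and 4 of 7 of the pentose phosphate pathway increased, and *ImpL3*, *Pepck1* (2.05 log2 units per day), the mitochondrial protein gene *Sirup* (2.01) and the activin‐like ligand gene *daw* (1.98) were among the strongest. Cytosolic ribosomal proteins increased in 67 of 83 (5 down, median 0.15), autophagy genes in 16 of 20 (3 down, *ref(2)P* 0.29), and the ATF4 target *Thor*, a repressor of translation, by 1.15. The proteasome decreased in 31 of 31 genes (median -0.34, *Rpt5* -0.43), oxidative phosphorylation in 51 of 63 (median -0.21), mitochondrial ribosomal proteins in 51 of 72 (3 up) and the TCA cycle in 12 of 19 (1 up). *nop5* (-0.71) and *hoip* (-0.69), 2 genes of small nucleolar ribonucleoproteins, were among the strongest single fallers. Adjusted over the list alone these counts differed by at most 1 gene. After rescaling to one upper quartile 2610 genes rose and 2499 fell, with no gene with a trend changing sign.

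The remaining lists at 25°C went both ways or held few genes: translation factors 26 up and 13 down, aminoacyl‐tRNA synthetases 14 and 10, antimicrobial response 7 and 2, haemocyte markers 4 and 3, histones 4 and 1, ecdysone response 3 and 2, redox enzymes 2 and 7, amino acid metabolism 4 and 9, fatty acid synthesis 4 and 3, heat shock proteins 3 and 4, clock accessory genes 2 and 6, targets of ATF4 5 and 2, neuronal markers 2 and 0, germline markers 1 and 1 (*osk* 0.73, *piwi* -0.06).

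At 28°C, 94 genes had a linear trend (85 up, 9 down), with at most 1 in the other 99 orders (1 of 100 with as many, the real one) and 73 to 118 without single libraries. Cytosolic ribosomal proteins rose in 45 of 82 (67 adjusted over the list alone), heat shock genes in 5 of 13 (*Hsp26* by 2.09, adjusted p = 0.00219), and glycolysis in 4 of 13 (7 adjusted over the list alone; *Eno* 0.60, adjusted p = 0.00472, and *ImpL3* 1.24, adjusted p = 0.00360). In the pentose phosphate pathway none did (4 adjusted over the list alone), and in the antimicrobial list 1 gene did, *PGRP-SD* (2 adjusted over the list alone). The fallers include the cytoskeletal genes *cher* (-0.56) and *zip* (-0.50). The median of all genes at 28°C was 0.12 log2 units per day. Of the 85 that rose, 69 also rose at 25°C, where 27.6 would by chance (two‐sided Fisher's exact test, p = 2.06e-20), and 5 fell. This p treats genes as independent, while 45 of the 85 are ribosomal proteins, which move together. Of the 9 that fell, 6 fell at both. The paper measured cell density over a time course, and those values are not used here. Other conditions of culture over the days, such as use of the medium, are not given with the libraries. No explanation of the trends was tested.

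With templates of 30, 33 and 36 h, which the paper did not test, 681 genes were called at 25°C against 362 at 21 to 27 h, and 143 were called in both ranges. Of 100 orders of the time points 2 gave as many, the real one included, and the highest other had 772. Removing a quadratic trend raised the count at 30 to 36 h to 1022 and that at 21 to 27 h to 435. The ratio of both counts was then 2.35 (interval 2.15 to 2.59, which leaves out the error of the single libraries). As the fit itself can leave movements of about this length, curvature left by a straight line cannot be told apart from a longer period. Drift of single genes without a period cannot be told apart from a longer period, as noise with the correlation of each profile called 479.4 on average and at most 526, which could account for a part of them. A cell cycle with a doubling time near this range stays open. Of 72 cell cycle genes 12 were called, among them *tum* and *fzy* (16.7% against 9.04% of all genes). At most 8 were called in 100 other orders. The odds ratio was 2.03 (Fisher's exact test, p = 0.0355, not adjusted over lists and treating genes as independent). The paper's doubling time lies just above this range, and the paper's flow cytometry showed no daily variation in the phases. The libraries do not show whether the cells divided in synchrony, so these counts do not decide it.

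At 28°C, 160 genes were called at 30 to 36 h, 1 more than the highest other order (159; 1 of 100 with as many, the real one), and noise without a period called 97.9 on average.

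At 25°C the rhythmic transcripts shifted together at CT54 to CT66, by a median of 1.89 SD (229 up, 133 down) against 1.09 SD for all expressed genes, glycolysis falling and transcripts of the CT12 group rising. Without these 5 libraries 143 transcripts were rhythmic, 56 of them shared with the full set, and no glycolytic gene was, as was also so without CT36 to CT48, CT57 to CT69, CT60 to CT72 or CT69 to CT81; other runs of 5 libraries gave 110 to 1050, and leaving out a run also removes part of any real rhythm. The scaling of libraries is argued against, since rescaling to one upper quartile left 0.980 of the shift (interval 0.955 to 1.00). Library depth (r = 0.155 with the first component, p = 0.514, rho = 0.180, p = 0.445, r = -0.0211 without 2 libraries, permutation tests) and a batch that moves genes at large (steps into and out of the run ranked 1 and 3 of 19 in other genes, so the worse rank was 3) cannot be told apart from biology in 20 single libraries. Cultures at an earlier stage from CT54 to CT66 could give this shift, as the age read from the trends of other genes changed by -3.89 h from CT51 to CT54, the lowest of the steps, and by 7.00 h from CT66 to CT69, although the step from CT24 to CT27 was nearly as large (6.89 h); a 24‐h rhythm stays open too, and although a cosine fitted 253 of the 362 better than such a block and the block 109, this does not decide, since these transcripts were chosen for fitting a cosine.

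By the first peak after CT24, the 14 genes rhythmic at both temperatures peaked 4.5 to 15 h later at 28°C. The mean lag was 9.66 h. Chance pairing cannot be told apart from a common lag: 14 of 100 orders of the 28°C time points had lags as concentrated (0.668 in the real order, up to 0.983 in the others), but only 3 other orders shared as many genes, and fewer genes give more concentrated lags. With the 14 genes of smallest p taken from each order none of the other 99 reached the real value (highest 0.556), but these genes include some with less clear peaks. A further 99 genes had a JTK‐Cycle adjusted p under 0.2 at both temperatures and not under 0.05 at both. Their lags were only weakly concentrated (0.183, mean lag 12.5 h). A different time origin of both protocols cannot be told apart from no relation, as the profiles of genes rhythmic at 25°C correlated best at a lag of 12 h but only with a mean of 0.0253, which 57 of 100 orders reached.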

How the results depend on the processing

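Chosen after seeing the data were the settings without CT54 to CT66, the pairing of ties with the stricter filter, every‐library filters for the FDR, short periods and overlap thresholds, and ties and the maximised null for cell cycle and short‐period counts. Of 275 settings chosen beforehand of summary results 211 stayed within their bounds, 63 moved and 1 reversed; for 257 single genes 5077 of 5654 settings kept their side of the threshold, 409 lost and 168 gained it. Trend counts (4579 to 5713 at 25°C, 87 to 107 at 28°C, outside single libraries left out), expressed loci at 25°C and clock genes (0 rhythmic) kept theirs under all settings run. Rhythmic transcripts at 25°C were 120 without detrending, 697 with ties broken by rounding, 1046 with a permutation null maximised over templates, 222 by harmonic regression, 0 by Benjamini‐Hochberg over genes (JTK‐Cycle or regression), 667 with ties broken and 0.9 FPKM in every library, 143 without CT54 to CT66, and 225 (without CT63) to 604 (without CT33) with 1 library left out. At 28°C they were 76 with 0.9 FPKM in every library, which keeps 2035 loci, 257 with ties broken, 500 with the maximised null, 74 by regression and 0 by Benjamini‐Hochberg in either. FDRs were 0.301 (25°C) and 0.647 (28°C) with reordering before detrending, 1.08 and 0.859 against autoregressive noise, and 0.310 at 28°C with the every‐library filter; for short periods 1.39 (25°C) before detrending, 1.48 and 1.11 against noise, and 0.9 (28°C, every library). Short‐period counts were 25 without detrending, 223 with ties broken and 205 with ties broken and every library at 25°C, and 25 (every library) and 213 (ties broken) at 28°C; longer periods gave 681 and 160. Cell cycle genes were 0 without detrending, 4 with ties broken and 7 with the maximised null at 25°C (0 to 8 with 1 library left out), and 1 without detrending and 6 with the maximised null at 28°C (1 to 3). Lists past correction at 25°C were 2 after detrending on log2 FPKM and 0 (without CT48) to 5 (without CT33 or CT36) with 1 library left out, and 0 to 1 at 28°C. The share near CT0 or CT12 was 65.0 to 86.7% with 1 library left out. The median amplitude was 1.34 as highest over lowest value, and 2 components held 43.2% over all loci and 75.0% without detrending. The overlap had an odds ratio of 0 with peaks within 4 h, the setting counted as reversed. That ratio sets 0 genes within 4 h against an expectation of 6.49 without this requirement. Chance would share 1.91 genes within 4 h, so the setting does not show a reversal. At a threshold of 0.5 with the every‐library filter the odds ratio of the overlap was 1.21 and no longer past the threshold. Filters and left‐out libraries test fewer genes or points; the cause of the other changes was not tested. The 28°C libraries were sparse, up to 11706 loci at 0, and their depth was not separated from their protocol. Without CT24, CT27, CT48 and CT60, a setting chosen after seeing the data, 130 transcripts were rhythmic at 28°C, against 137 with all libraries.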

Differences from the paper's values

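The settings with ties broken for short periods or joined to the stricter filter, the every‐library filter for the FDR at 28°C, and the maximised null for the cell cycle were chosen after the values were seen.

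At 28°C the paper reports 2,035 transcripts measured, and 7363 loci reached a mean of 0.9 FPKM here. Of 4 alternatives set before the data were examined, 0.9 FPKM in every library gave 2035, and means of 0.5 FPKM (7740), of 2 FPKM (6723) and the refitted mixture (6247) still differed. The share of rhythmic transcripts at 28°C is the paper's 7% and 1.86% here, and 3.73% with 0.9 FPKM in every library, which also differed; with ties broken and that filter, chosen after seeing the values, it was 6.44% (131 transcripts, the paper's 144). That setting called 667 at 25°C, the paper's 482. How many of the paper's rhythmic transcripts it drops is not known, as its list is not in the files. The FDR at 28°C is the paper's 0.31 and 0.686 here. All 4 settings chosen beforehand differed (0.647 to 0.859), and the every‐library filter, chosen after seeing the values, gave 0.310.

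For periods of 12 to 18 h at 25°C the paper reports 194 transcripts and 109 were called here. The 3 settings chosen beforehand differed (25 without detrending, 103 after detrending on log2 FPKM, 681 at longer periods). Breaking ties by rounding gave 223, and 205 with the every‐library filter, both chosen after seeing the values.

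Of mitotic cell cycle transcripts the paper reports 10 rhythmic at 25°C, from GO annotations, and 2 of a list made here were. Both settings chosen beforehand differed (3 after detrending on log2 FPKM, 0 without detrending), as did 19 of 20 single libraries left out; without CT24 there were 8. The maximised null, chosen after seeing the values, gave 7. At 28°C the paper reports 6, and 3 were rhythmic here. Both settings chosen beforehand differed (2 and 1) and so did all 20 left‐out libraries, and the maximised null gave 6.

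The paper states that the overlap between temperatures became significant above a threshold of 0.1; here p was 0.00521 at 0.05 and 0.0336 at 0.1. The paper counts *ImpL3* among its rhythmic metabolic transcripts, and its JTK‐Cycle p was 0.0813 here; with ties broken by rounding it was 0.0442, while *Eno* (0.0303) and *Gapdh2* (0.0134) passed. Fig 1F shows *CG9416* as an example of transcripts rhythmic at 25 or 28°C; here it passed at 25°C (0.000736) and not at 28°C (0.0813). The paper names protein biosynthesis as enriched, from GO terms with all *D. melanogaster* genes as reference. Lists made here were set against expressed genes alone, so list and reference both differ; of these glycolysis passed (adjusted p = 0.000214) and translation factors (0.329) and ribosomal proteins (0.613) did not.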

Other observations

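Of the tests below, the orders of the time points for the rhythmic and short‐period counts were chosen only after the result was seen.

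Against other orders of the time points, the rank of the real order differed between the temperatures. At 25°C, 4 of 100 orders of the time points gave as many rhythmic transcripts as the real one, itself included (362, highest other 455). The real order thus ranked among the highest. As the test was chosen after the result and another order gave more, it does not exclude chance. Noise without a period but with the correlation of each profile called 392 on average (349 to 434), so chance of that kind is not excluded either. At 28°C, 9 of 100 orders gave as many (137, highest other 180), so chance is not excluded there. For periods of 12 to 18 h, 23 of 100 orders gave as many at 25°C (109, highest other 693) and 53 of 100 at 28°C (81, highest other 182), so it is not excluded either. The order with 693 transcripts at 25°C points to movements that many genes share.

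At 25°C the median detrended profiles of glycolysis and oxidative phosphorylation ran against each other (r = -0.725, permutation p = 0.00026; rho = -0.756, p = 0.00021; r = -0.704 without 2 time points). This pair of lists was chosen after its 25°C profiles were seen, the p treats neighbouring time points as independent, and the low values of glycolysis lie at CT54 to CT66, so the p can be too small. The hypothesis that the same opposition appears at 28°C was tested on its 20 time points, where r was 0.135 (interval -0.327 to 0.545, permutation p = 0.567; rho = 0.179, p = 0.448; r = 0.494 without 2 time points). A value above 0 had been set beforehand as counting against the hypothesis. The interval, which treats time points as independent, leaves out the -0.725 of 25°C, so an opposition of that strength was not seen. It covers values on both sides of 0, so a weaker opposition stays open.

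A further hypothesis was that the first 24‐h cycle at 25°C predicts the second. Over 7531 genes the harmonic coefficients of CT24 to CT45 and of CT48 to CT69 correlated at -0.291. A value at or below 0 had been set beforehand as counting against the hypothesis, but correlations for other orders of the second cycle spread from -0.389 to 0.369 (95 of 100 at least as high), so a single pair of cycles does not decide it.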
